# Transcriptomic analysis on the effects of melatonin in gastrointestinal carcinomas

**DOI:** 10.1186/s12876-020-01383-z

**Published:** 2020-07-20

**Authors:** Lu Ao, Li Li, Huaqin Sun, Huxing Chen, Yawei Li, Haiyan Huang, Xianlong Wang, Zheng Guo, Ruixiang Zhou

**Keywords:** Melatonin, Gastrointestinal carcinomas, Cell lines, Differentially expressed genes, Reverse, Functional enrichment analysis

## Abstract

**Background:**

Melatonin has been shown with anticancer property and therapeutic potential for tumors. However, there lacks a systematic study on the molecular pathways of melatonin and its antitumor effects in gastrointestinal carcinomas.

**Methods:**

Using the gene expression profiles of four cancer cell lines from three types of gastrointestinal carcinomas before and after melatonin treatment, including gastric carcinoma (GC), colorectal carcinoma (CRC) and hepatocellular carcinoma (HCC), differentially expressed genes (DEGs) and biological pathways influenced by melatonin were identified. The qRT-PCR analyses were performed to validate the effects of melatonin on 5-FU resistance-related genes in CRC.

**Results:**

There were 17 pathways commonly altered by melatonin in the three cancer types, including FoxO signaling pathways enriched by the upregulated DEGs and cell cycle signaling pathways enriched by the downregulated DEGs, confirmed the dual role of melatonin to tumor growth, pro-apoptosis and anti-proliferation. DEGs upregulated in the three types of cancer tissues but reversely downregulated by melatonin were commonly enriched in RNA transport, spliceosome and cell cycle signaling pathways, which indicate that melatonin might exert antitumor effects through these pathways. Our results further showed that melatonin can downregulate the expression levels of 5-FU resistance-related genes, such as thymidylate synthase in GC and *ATR*, *CHEK1*, *BAX* and *MYC* in CRC. The qRT-PCR results demonstrated that melatonin enhanced the sensitivity of CRC 5-FU resistant cells by decreasing the expression of *ATR*.

**Conclusions:**

Melatonin exerts the effects of pro-apoptosis and anti-proliferation on gastrointestinal carcinomas, and might increase the sensitivity of 5-FU in GC and CRC patients.

## Background

Melatonin (*N*-acetyl-5-methoxytryptamine), a hormone secreted by the pineal gland and gastrointestinal tract during night and daytime, plays a key role in circadian rhythms [1], antioxidant activities [2, 3] as well as immune system regulation [4, 5]. It has been reported that the melatonin concentration in the gastrointestinal tract tissues is 100–400 fold higher than that in plasma and liver is the main site for melatonin metabolism [6, 7]. Cumulative studies have suggested that some substances, such as dietary glycine, broccoli sprout, are associated with a reduced incidence of cancer [8, 9]. Decreased melatonin levels have also been demonstrated to be correlated with increased cancer risk. A large number of studies have reported that melatonin has anticancer effects on numerous types of tumors, such as liver [10, 11], colon [12], breast [13] and ovarian [14] cancers. These studies mainly highlight its dual role in tumor cells: pro-apoptosis and anti-proliferation, which are the two goals in the control of tumor growth. However, these in vitro studies only used tumor cell lines for a particular cancer type, and there lacks a systematic study to elucidate the global responsive pathways and the antitumor effects of melatonin’s actions across multiple tumor types.

Recently, there is an increasing interest in exploring the clinical application of melatonin in cancer therapy. Many studies suggested that melatonin treatment is useful in enhancing the efficacy of some chemotherapeutic drugs and controlling the progression of cancers [15–18]. For example, Lin et al. [19] found that melatonin synergistically promoted the sorafenib-induced apoptosis in hepatocellular carcinoma cell lines. Moreover, many studies demonstrated that melatonin is beneficial to reduce the side effects of chemotherapeutic drugs [20–23]. Lissoni et al. [22] found that melatonin attenuates the negative consequences of cisplatin in advanced non-small cell lung cancer patients. Therefore, it is worth to investigate the molecular mechanism of melatonin administration in aiding against different types of tumors.

The large-scale gene expression profiles facilitate us to characterize the association between melatonin and cancer development, therapeutic response. Gastric carcinoma (GC), colorectal carcinoma (CRC) and hepatocellular carcinoma (HCC) are three common malignant tumors in the digestive system, all with high morbidity and mortality across the world. In this study, our aim was to characterize the common biological signaling pathways altered by melatonin on the three types of gastrointestinal carcinomas with genome-wide expression data and further investigate the relationship between these pathways and the antitumor effect and synergistic drug response of melatonin.

We measured gene expression profiles of four tumor cell lines for the three cancer types treated with melatonin and analyzed differentially expressed genes (DEGs) between the treatment and control groups. Functional enrichment analyses showed that the DEGs after melatonin treatment in the three cancers were enriched in 17 common pathways, such as FoxO and ErbB signaling pathways enriched by the upregulated DEGs, and cell cycle signaling pathways enriched by the downregulated DEGs, confirmed its dual role in controlling tumor growth. We further found that the DEGs upregulated in tumor tissues but downregulated by melatonin in the cell lines were all enriched in RNA transport, spliceosome and cell cycle signaling pathways, which might be the potential targets for cancer therapy. We further compared the DEGs with 5-fluorouracil (5-FU) resistance-related genes in GC and CRC and found that melatonin might downregulate the expression levels of 5-FU resistance-related genes, such as thymidylate synthase (*TS*) in GC patients and *ATR*, *CHEK1*, *BAX* and *MYC* in CRC patients. The qRT-PCR results demonstrated the effect of melatonin by decreasing expression of *ATR* to increase the sensitivity of CRC 5-FU resistant cells. Our study is helpful to gain a comprehensive understanding of the effects of melatonin on gastrointestinal carcinomas.

## Methods

### Cell culture and reagents

The gastric adenocarcinoma cell line HGC-27, colorectal adenocarcinoma cell line HCT-8 and CRC 5-FU resistant cell line HCT-8/5-FU were grown in Roswell Park Memorial Institute (RPMI) 1640 medium (Hyclone, Logan, UT, USA.). The human hepatocellular carcinoma cell lines HepG2 and Huh-7 were cultured in Dulbecco’s modified Eagle’s medium (DMEM) (Hyclone, Logan, UT, USA.). All the cells were supplemented with 10% fetal bovine serum and maintained at 37 °C in 5% CO_2_. Cells were seeded in 9.6 cm^2^ culture dishes at a density of 1 × 10^6^ cells/well.

### Cell viability assays

GC cell line HGC-27 and CRC cell line HCT-8 were seeded into 96-well plates containing 100 μl medium at a density of 1000 cells/well. After 24 h incubation, cells were changed with fresh medium containing 0 (1% ethanol as control was added), 1, 2, 3, 4 or 5 mmol/L melatonin for 24 h, 48 h or 72 h. After the treatment, medium was discarded carefully and solution containing 20 μl MTS (CellTiter 96® AQueous One Solution Cell Proliferation Assay; Promega, Madison, WI, USA) and 80 μl serum free medium was added to each well and incubated for 2 h. Then the optical densities was measured at 490 nm with a microplate reader (Synergy HT; BioTek Instruments Inc., Winooski, VT, USA).

### RNA extraction and microarray expression analysis

The four tumor cell lines treated with 2.5 mmol/L melatonin for 24 h served as the treatment group and the rest cells cultured with ethanol served as the controls at the same time. RNA from the treatment group and the control group was extracted using the RNeasy Mini kit (Qiagen, Germany). The quality of RNA was measured using an Agilent 2100 Bioanalyzer (Agilent, USA). The fragmented cRNA for DNA microarray analysis was prepared according to the manufacturer’s instructions, then hybridized to customized Affymetrix GeneChip® PrimeView™ Human Gene Expression Array, which includes 49,495 probe sets representing 19,042 genes. Arrays were scanned with Affymetrix Genechip™ Scanner 30007G. Each sample had three biological replicates. Expression profiling data measured in our study are available in the Gene Expression Omnibus repository (GEO accession number: GSE132119).

### Quantitative RT-PCR analysis

For analysis of messenger RNA (mRNA) expression, reverse-transcription of cDNA was conducted using the ExScript RT-PCR Kit (Takara, Tokyo). Quantitative real-time (qRT-PCR) assays was performed using a SYBR Premix Ex Taq Kit (Takara, Tokyo) and the ABI StepOne Real-Time PCR System (Applied Biosystems). Cycle conditions were as follows: polymerase activation at 95 °C for 1 min, 40 cycles of denaturing at 95 °C for 15 s, and annealing/extension at 60 °C for 30 s. The relative expression of *ATR* was normalized to the expression level of glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*), calculated by the 2-ΔΔCT method. The primer sequences are listed in Supplementary Table S1.

### Data pre-processing of expression data

Gene expression profiles of GC, CRC and HCC tumors and the corresponding normal samples used in this study were downloaded from GEO. The details of each dataset were shown in Table 1. The Robust Multi-array Average algorithm [30] were used to normalize the raw expression data. Probe-set IDs were mapped to Entrez gene IDs with their corresponding platform files. The expression value of a gene which was mapped to multiple probes was defined as the arithmetic mean of the expression values of those probes. Data were log2 transformed. Subsequent analysis was performed in R version 3.1.1.

**Table 1:** Datasets of cancer and normal samples for three types of gastrointestinal carcinomas

	GEO Accession	Platform	Normal Samples	Cancer Samples	References
GC	GSE27342	GPL5175	80	80	[24],
	GSE63089	GPL5175	45	45	[25],
CRC	GSE8671	GPL570	32	32	[26],
	GSE23878	GPL570	24	35	[27],
HCC	GSE14520	GPL3921	220	225	[28],
	GSE39791	GPL10558	72	72	[29],

### Identification of DEGs

The Student’s *t*-test was used to select DEGs between the treated and control cancer cell lines or between the cancerous and normal tissue samples. Because Student’s *t*-test biases towards genes with low expression levels in small size samples, i.e. the cancer cell line datasets here, the reproducibility-based pairwise difference (PD) [31, 32] was combined to detect DEGs between the treatment group and the control group of the cell line datasets. It has been demonstrated that the PD algorithm could identify many DEGs with high expressions in small-scale cancer cell line datasets which tended to be missed by Student’s *t*-test. The two DEGs lists detected by two algorithms were merged by excluding those with different dysregulated directions.

### Statistical analysis

A directed regulatory network of protein-protein interaction by linking DEGs of CRC cancer cell line HCT-8 with 85 genes related with 5-FU resistance in CRC [33, 34] was constructed in the SIGnaling Network Open Resource (SIGNOR) [35] database. The expression levels of 5-FU resistance-related genes are positively associated with the degree of drug resistance.

For analysis of IC_50_ value and the expression of *ATR*, significant differences were analyzed by independent sample *t*-test using SPSS software. Differences between groups were considered to be statistically significant at *p* < 0.05.

Functional enrichment analysis was performed based on the Kyoto Encyclopedia of Genes and Genomes [36]. The hypergeometric distribution model was used to determine biological pathways that were significantly enriched with DEGs [37]. The Benjamini and Hochberg procedure (BH) was used to adjust the *p*-values to control the False Discovery Rate (FDR) and the statistical significance was set as FDR < 10%.

## Results

### Melatonin inhibited cell growth of HGC-27 and HCT-8 cells

The flowchart was described in Fig. 1. GC cell line HGC-27 and CRC cell line HCT-8 were treated with 0, 1, 2, 3, 4 or 5 mmol/L melatonin for 24 h, 48 h or 72 h, respectively. Cell viability was assessed by MTS assay. The results revealed that melatonin inhibited the growth of HGC-27 and HCT-8 in a dose and time-dependent manner (Fig. 2). The melatonin concentrations of 50% inhibition of cell viability were 1.98 mmol/L and 8.82 mmol/L, respectively, for HGC-27 and HCT-8 for the 24 h treatment. At present, the consensus of melatonin concentration and exposure time for inhibiting the cell viability in HepG2 and Huh-7 cell lines is 1 mmol/L and 24 h, respectively [11, 15, 38, 39]. Based on these results, we selected 2.5 mmol/L and 24 h to treat the four tumor cell lines in the following experiments.

**Fig. 1:**
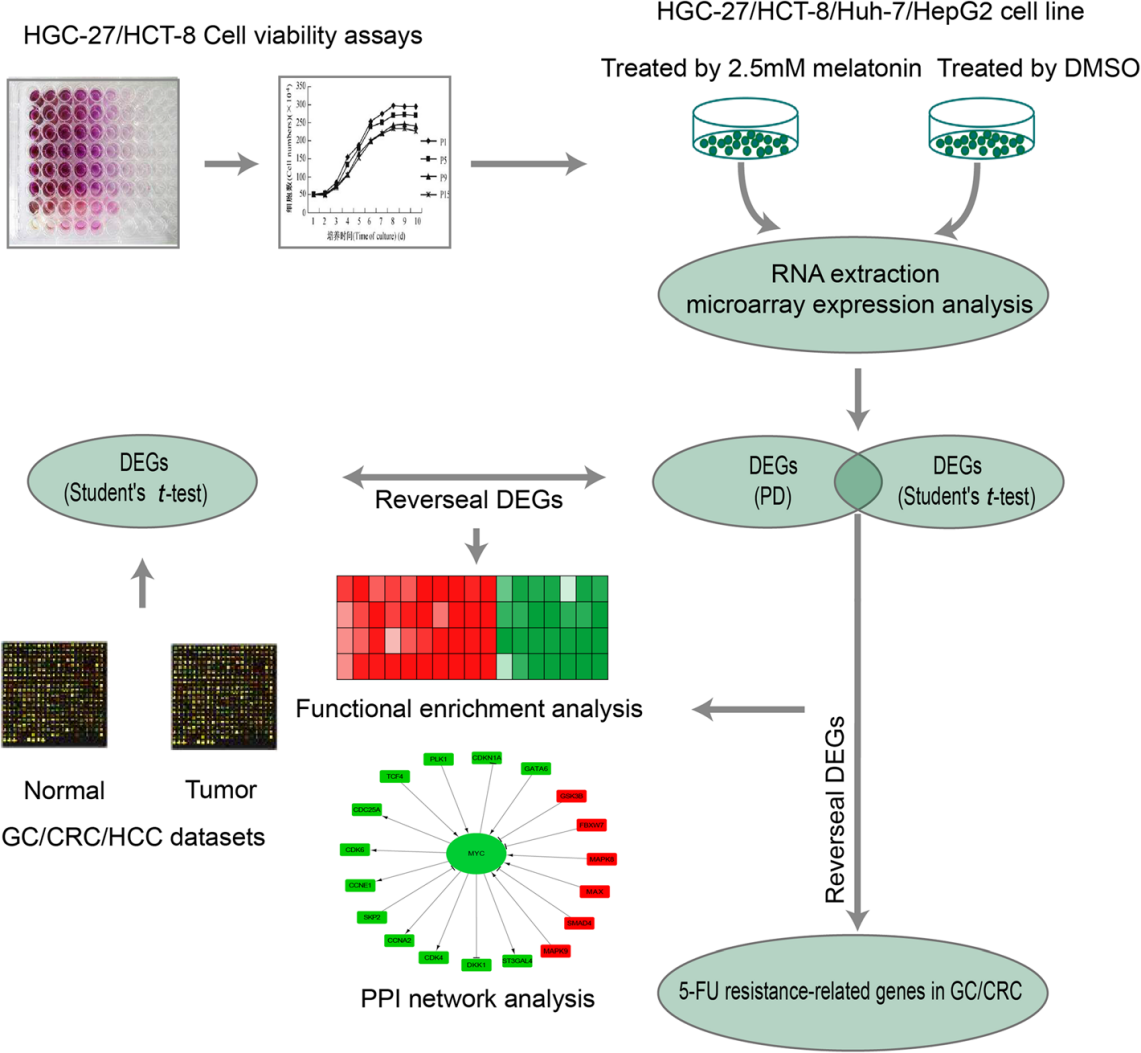
The flowchart of this study. First, Melatonin inhibited cell growth of HGC-27 and HCT-8 cells in a dose and time-dependent manner. The concentration (2.5 mmol/L) and time (24 h) of melatonin for treatment were determined. Second, four cancer cell lines (HGC-27, HCT-8, Huh-7 and HepG2) across three types of gastrointestinal carcinomas (GC, CRC and HCC) were treated by melatonin for 24 h and performed by DNA microarray analysis. Third, the DEGs by melatonin treatment detected by Student’s *t*-test and the reproducibility-based PD were combined to investigate the common biological signaling pathways altered by melatonin. Fourth, the DEGs detected between tumor and normal tissues but reversed by melatonin in cancer cell lines were used to explore the potential anticancer effects of melatonin. Finally, the 5-FU resistance-related genes in GC and CRC but reversed by melatonin in cancer cell lines were used to explore the potential of melatonin to increase the sensitivity of 5-FU in GC and CRC

**Fig. 2:**
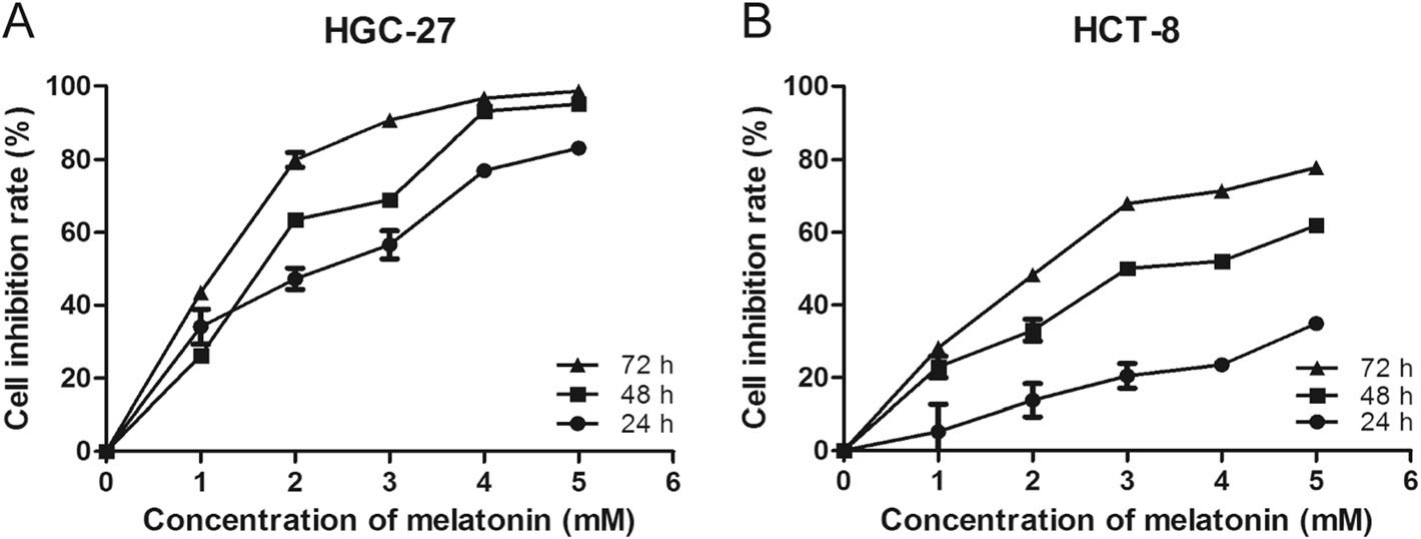
Effect of melatonin on cell growth in HGC-27 and HCT-8 cells. The antitumor effect of melatonin on GC cell line HGC-27 (**a**) and CRC cell line HCT-8 (**b**). The cells were treated with melatonin (0, 1, 2, 3, 4, 5 mmol/L) for 24 h, 48 h and 72 h, respectively. Cell viability was assessed by MTS assay

### Identification and functional analysis of dysregulated genes in cancer cell lines treated by melatonin

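RNA was measured in 4 established cell lines, HGC-27 (gastric cancer), HCT-8 (colorectal cancer), and Huh-7 and HepG2 (both liver cancer). Each line gave 3 arrays of melatonin-treated cells and 3 arrays of control cells, 24 arrays in all. The paper gives the treatment as 2.5 mmol/L melatonin for 24 h and the controls as cells kept in ethanol over the same time, whereas the sample labels place the controls at 0 h. Time in culture and the solvent can therefore not be told apart from melatonin with these labels. One customized PrimeView array was hybridized per sample, and the authors deposited log2 intensities summarised by robust multichip analysis for 49495 probe sets. Array medians lay close together within a line and ran from 2.13 to 3.33 over the lines, so levels were compared within a line. The array annotation paired 45342 probe sets with 1 gene symbol, of which 6 control probe sets were left out. The values of the probe sets of a gene were averaged, as in the paper's methods, which gave 18265 genes. Melatonin-treated cells were compared with the controls of their own line with limma, with Benjamini-Hochberg adjustment at 5%. A total of 48 gene lists, written before the data were examined, were tested in each line with limma's camera (preset correlation 0.01) at an adjusted p of 10%. Camera was also run with a correlation estimated from the 6 arrays of the line. With so few arrays that version is much less sensitive, so a call that does not hold in it is not shown to be absent. The list members were written from general knowledge of each pathway and are not the KEGG tables of the paper. A precision better than 3 arrays per group allow cannot be had. HepG2 melatonin replicate 1 stood apart from the other HepG2 arrays, with a correlation over genes of 0.938 to 0.953 with them. Its ACTB control probe sets read 8.34 log2 units higher at the 3′ end than at the 5′ end, against 0.08 to 0.72 on the other arrays. HepG2 counts and some HepG2 values are for this reason also given without it, while ranges of a gene over the 4 lines include it.

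**Figure D1:**
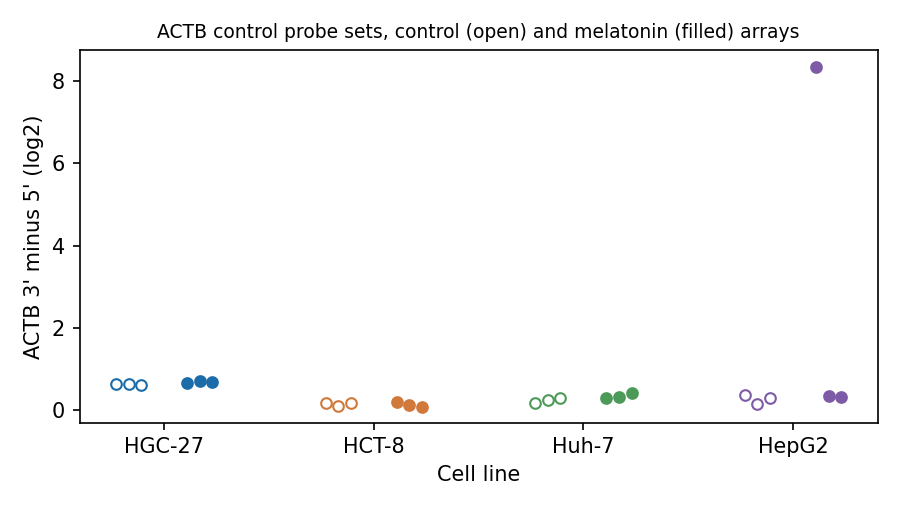
Difference between the 3′ and 5′ control probe sets of ACTB (log2 units) on each of the 24 arrays, by cell line. Open points are control arrays and filled points melatonin arrays; HepG2 melatonin replicate 1 lies at 8.34 and the other arrays lie between 0.08 and 0.72.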

To provide a comprehensive overview of the common biological signaling pathways altered by melatonin on three cancer types, we first detected the DEGs in the cancer cell lines due to the melatonin treatment. Using Student’s *t*-test with 5% FDR control, 6236 DEGs were detected in the HGC-27 cell lines; if the reproducibility-based PD with a consistency threshold of 90% was used, 7287 DEGs were detected. 

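Melatonin changed many genes in HGC-27 cells, most of them by small amounts. Among 18265 genes, 3817 were higher and 3407 lower, 7224 in all. Of these, 1312 changed by at least 1.5-fold and 259 by at least 2-fold. The number of genes changed by melatonin in HGC-27 cells was 4321 with the arrays centred on the ERCC control probe set and 4346 in a joint fit of the 24 arrays. The ERCC probe set was the only 1 of 100 above the median of all probe sets. The joint fit takes 1 spread per gene for all lines, which can overstate the spread in HGC-27 cells. SERPINI1, which encodes the protease inhibitor neuroserpin, rose by 3.42 (standard error 0.07, adjusted p = 1.41e-07) on the log2 scale. CSTA, a cysteine protease inhibitor, rose by 2.93 (standard error 0.11, adjusted p = 1.48e-06), and DHRS2, a dehydrogenase/reductase, rose by 2.81 (standard error 0.07, adjusted p = 2.02e-07). GDF15, a cytokine of the cellular stress response, was 3.22 ± 0.05 in control cells and 5.49 ± 0.08 in melatonin-treated cells (log2 intensity, mean ± SD, n = 3), a log2 fold change of 2.27 (standard error 0.06, adjusted p = 2.02e-07). CCL2, a chemokine that attracts monocytes, fell by 4.57 (standard error 0.05, adjusted p = 1.89e-09). DKK1, a secreted inhibitor of Wnt signaling, fell by 2.38 (standard error 0.06, adjusted p = 2.02e-07), and the growth factor gene BMP5 fell by 1.69 (standard error 0.08, adjusted p = 3.77e-06). The effects on CCL2 and BMP5 differed between the 4 lines (interaction adjusted p = 3.68e-16 and 1.33e-09). The adjusted p values are from limma with 3 arrays per group. In 49.1% of the genes the 3 melatonin arrays lay wholly above or below the 3 controls, where chance gives 10%.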

A total of 5265 DEGs were commonly detected by the two methods, all of which were with the same dysregulated directions. Then the two DEGs lists were combined and a full list of 7898 DEGs of HGC-27 were obtained. Similarly, 6363, 10,282 and 7815 DEGs were detected in the HCT-8, Huh-7 and HepG2 cells, respectively (detailed information shown in Supplementary Table S2).

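The lists of the methods were also built from the deposited values of HGC-27 cells. The methods' t-test with 5% FDR control gave 6006 genes. Pairwise differences between the arrays of the same number, ranked and kept at a consistency of 90%, gave 10966 genes, and 5901 genes were in both lists. The merged list held 11071 genes, 5357 higher and 5714 lower. The ranking steps of the PD method were set from its short description in the paper, so this list is a reconstruction. On simulated data, 62 of 262 calls by these steps fell on genes without a change. The simulation changed 100 genes by 1.5-fold and 100 by 2-fold among 18265. Far more genes were called in these cells, so that share does not carry over to this list.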

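In HCT-8 cells, 3026 genes were higher and 2739 lower with melatonin, 830 of them by at least 1.5-fold. DDIT4, a stress-induced inhibitor of mTORC1, rose by 2.23 (standard error 0.07, adjusted p = 1.8e-06) on the log2 scale, and ASNS, which makes asparagine, rose by 2.11 (standard error 0.06, adjusted p = 1.12e-06). ALDH3A1, an aldehyde dehydrogenase, fell by 2.17 (standard error 0.08, adjusted p = 4.83e-06), REG4, a secreted lectin of gut tumors, fell by 1.47 (standard error 0.06, adjusted p = 5.88e-06), and the transferrin receptor gene TFRC fell by 1.37 (standard error 0.08, adjusted p = 1.8e-05). In Huh-7 cells, 4338 genes were higher and 5012 lower, 2947 of them by at least 1.5-fold. SESN3, a sestrin of the oxidative stress response, rose by 3.79 (standard error 0.10, adjusted p = 1.31e-07), and GSN, an actin-severing protein, rose by 3.78 (standard error 0.14, adjusted p = 3.3e-07). The serum amyloid gene SAA4 fell by 3.26 (standard error 0.10, adjusted p = 2.14e-07), RRM2, a subunit of ribonucleotide reductase, fell by 2.62 (standard error 0.07, adjusted p = 1.29e-07), and KRT15, a keratin, fell by 2.53 (standard error 0.08, adjusted p = 2.19e-07). In HepG2 cells, 706 genes were higher and 671 lower, 981 of them by at least 1.5-fold. NUPR1, a stress-induced regulator of transcription, rose by 2.36 (standard error 0.15, adjusted p = 0.00307), and IGFBP1, a liver protein that binds insulin-like growth factors, rose by 2.21 (standard error 0.17, adjusted p = 0.00455). The alcohol dehydrogenase gene ADH4 fell by 3.22 (standard error 0.19, adjusted p = 0.00307), the glucuronosyltransferase gene UGT2B10 fell by 2.57 (standard error 0.27, adjusted p = 0.00807), and TAGLN, an actin-binding protein, fell by 2.40 (standard error 0.48, adjusted p = 0.0375). The effects on REG4, SAA4, KRT15, IGFBP1, ADH4, UGT2B10 and TAGLN each differed between the 4 lines (interaction adjusted p up to 6.09e-05).
In a joint fit of the 24 arrays, the count was 3841 in HCT-8 and 5854 in HepG2 cells. This fit takes 1 spread per gene for all lines. The median SD of the melatonin arrays was 0.19 in HepG2 and 0.06 to 0.07 in the other lines. The joint fit can therefore understate the spread in HepG2 cells and overstate it in the others. Without HepG2 melatonin replicate 1, the log2 fold changes in HepG2 cells were 2.24 for NUPR1, 2.07 for IGFBP1, -3.43 for ADH4, -2.88 for UGT2B10 and -1.84 for TAGLN. The HepG2 count rested on single arrays. Without HepG2 melatonin replicate 1 it was 5720 genes, 3002 higher and 2718 lower, and without HepG2 melatonin replicate 2 it was 314. Without HepG2 control replicate 1, 2 or 3 it was 21, 31 and 22. The 3 melatonin arrays lay wholly above or below the 3 controls in 45.6% of the genes in HCT-8, 59.5% in Huh-7 and 35.5% in HepG2 cells.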

With a 10% FDR control, 4114, 3242, 4673 and 3837 upregulated DEGs of the four cell lines were enriched in 23, 44, 29 and 42 biological pathways, respectively (shown in Supplementary Table S3). 

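A set of 413 genes was higher with melatonin in all 4 cell lines, where 5.81 would be found if the 4 lists were independent, and 1530 were higher in HGC-27, HCT-8 and Huh-7 cells together. The expected number treats all 18265 genes as equally likely to be called, those of low signal included, so it can be too low. MALAT1, a nuclear non-coding RNA, rose by 1.43 to 1.84 on the log2 scale over the 4 lines, with adjusted p values up to 0.0446. KLHL24, an adaptor of a ubiquitin ligase, rose by 1.37 to 2.49, and CCPG1, a receptor for autophagy of the endoplasmic reticulum, rose by 1.16 to 1.48. YPEL5, a small protein of a ubiquitin ligase complex, rose by 1.25 to 2.41. In 927 genes, 2 lines had calls in opposite directions. The fold changes of all genes had a Pearson correlation of 0.43 to 0.59 between lines, which is across genes, and genes are not independent replicates. Over the settings with all arrays, the number of genes higher with melatonin in all 4 lines ran from 10 with a replicate block to 1687 with the merged list of the methods. The count of 413 was 1125 without HepG2 melatonin replicate 1, 86 without HepG2 melatonin replicate 2, and 4, 6 and 5 without HepG2 control replicate 1, 2 or 3.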

There were 10 common pathways, including FoxO, ErbB and lysosome signaling pathways (Fig. 3). 

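Genes of FoxO signaling, ErbB signaling and the lysosome moved up as groups in HGC-27, HCT-8 and Huh-7 cells. With an estimated correlation these calls held in HGC-27 cells (adjusted p = 0.0664, 0.0483 and 0.0829) and in neither HCT-8 nor Huh-7 cells. Of 110 FoxO signaling genes, 42 in HGC-27, 40 in HCT-8, 47 in Huh-7 and 12 in HepG2 cells were higher, and 20 in HGC-27, 13 in HCT-8, 28 in Huh-7 and 5 in HepG2 cells were lower. FOXO3, a FoxO transcription factor, rose by 0.36 to 1.30 on the log2 scale over the 4 lines, and CCNG2, a cyclin that slows the cell cycle, rose by 0.16 to 1.29. CDKN2D, an inhibitor of CDK4 and CDK6, rose by 0.44 to 1.16. The list gave camera adjusted p = 0.0114 in HGC-27, 0.00329 in HCT-8, 0.0241 in Huh-7 and 0.127 in HepG2 cells, and 0.0664 in HGC-27, 0.187 in HCT-8, 0.278 in Huh-7 and 0.176 in HepG2 cells as adjusted p with an estimated correlation. Without HepG2 melatonin replicate 1, 40 FoxO signaling genes were higher and 16 lower in HepG2 cells, and the list moved up (adjusted p = 0.0104), though not with an estimated correlation (adjusted p = 0.408).
Of 104 lysosome genes, 42 in HGC-27, 37 in HCT-8, 56 in Huh-7 and 5 in HepG2 cells were higher, and 16 in HGC-27, 11 in HCT-8, 20 in Huh-7 and 4 in HepG2 cells were lower. CTSL, the protease cathepsin L, rose by 0.38 to 2.26 in the 4 lines. The sialidase gene NEU1 rose by 0.86 to 1.40 in HGC-27, HCT-8 and Huh-7 cells and was not called in HepG2 cells (interaction adjusted p = 2.63e-05). The lysosome list gave adjusted p = 0.00747 in HGC-27, 0.00157 in HCT-8, 4.4e-05 in Huh-7 and 0.651 in HepG2 cells, and 0.0829 in HGC-27, 0.19 in HCT-8, 0.208 in Huh-7 and 0.898 in HepG2 cells as adjusted p with an estimated correlation. In HepG2 cells, 36 lysosome genes were higher and 14 lower without melatonin replicate 1 (adjusted p = 0.0234, and 0.356 as adjusted p with an estimated correlation). Of 69 ErbB signaling genes, 30 in HGC-27, 22 in HCT-8, 28 in Huh-7 and 3 in HepG2 cells were higher, with adjusted p = 2.36e-04 in HGC-27, 0.00499 in HCT-8, 0.0388 in Huh-7 and 0.225 in HepG2 cells, and 0.0483 in HGC-27, 0.15 in HCT-8, 0.232 in Huh-7 and 0.261 in HepG2 cells as adjusted p with an estimated correlation. In HepG2 cells, 23 ErbB signaling genes were higher without melatonin replicate 1 (adjusted p = 0.00328, and 0.366 as adjusted p with an estimated correlation). HBEGF, a ligand of ErbB receptors, rose by 0.52 to 1.32 over the 4 lines. MAPK3, a kinase below these receptors, fell in HGC-27, HCT-8 and Huh-7 cells, with log2 fold changes of -0.36 to -0.81, and was not called in HepG2 cells (interaction adjusted p = 0.268, and 0.00345 without HepG2 melatonin replicate 1, where the effect differed between the lines).
Lists of insulin signaling (adjusted p = 0.00747 to 0.0634) and endocytosis (adjusted p = 0.00189 to 0.0217) moved up in the same 3 lines, and in HGC-27 cells alone with an estimated correlation. Those of phosphatidylinositol signaling (adjusted p = 2.36e-04 to 0.0776) and sphingolipid metabolism (adjusted p = 0.00168 to 0.0476) moved up in 4, where with an estimated correlation the phosphatidylinositol call held in HGC-27 cells and no sphingolipid call did. Those of neurotrophin signaling (adjusted p = 0.0562 to 0.0636) and of chondroitin and dermatan sulfate biosynthesis (adjusted p = 0.0111 to 0.0776) moved up in HGC-27 and HCT-8 cells, and in no line with an estimated correlation. CSGALNACT2, which starts chondroitin chains, rose by 0.55 to 1.70 over the 4 lines. Adjusted over the list alone, 49 in HGC-27, 44 in HCT-8, 47 in Huh-7 and 21 in HepG2 cells of the FoxO signaling genes, 43 in HGC-27, 40 in HCT-8, 57 in Huh-7 and 5 in HepG2 cells of the lysosome genes and 33 in HGC-27, 25 in HCT-8, 29 in Huh-7 and 2 in HepG2 cells of the ErbB signaling genes were higher. The study chose the pathways on these samples, so these counts are not independent evidence.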

The FoxO family genes play a crucial role in tumor suppression by upregulating their target genes involved in apoptosis [40]. 

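Genes known as targets of FoxO factors in cell cycle arrest and apoptosis rose as a group in all 4 cell lines, though with an estimated correlation in HGC-27 cells alone. Of 24 such genes, 14 in HGC-27, 15 in HCT-8, 18 in Huh-7 and 5 in HepG2 cells were higher and 2 in HGC-27, 1 in HCT-8, 3 in Huh-7 and 1 in HepG2 cells lower. Adjusted over the list alone, 15 in HGC-27, 16 in HCT-8, 18 in Huh-7 and 7 in HepG2 cells were higher. SESN3, a sestrin, rose by 2.08 in HGC-27, 0.78 in HCT-8 and 1.53 in HepG2 cells on the log2 scale. PINK1, a kinase of mitochondrial quality control, rose by 0.69 to 2.14 over the 4 lines. TXNIP, an inhibitor of thioredoxin, fell in HGC-27, HCT-8 and Huh-7 cells, with log2 fold changes of -0.29 to -0.71, and was not called in HepG2 cells (interaction adjusted p = 0.0414). The list moved up with camera adjusted p = 6.19e-04 in HGC-27, 3.18e-06 in HCT-8, 2.1e-06 in Huh-7 and 0.0137 in HepG2 cells. The call in HGC-27 cells held with an estimated correlation (adjusted p = 0.0559), and the others did not (adjusted p = 0.122 to 0.158). Without HepG2 melatonin replicate 1, 13 of the genes were higher in HepG2 cells. DDIT4, among the members that rose most, is also in the list of the ATF4 and unfolded protein response, which rose in 3 lines. The FoxO target list was not tested without shared genes, so its rise is not shown to be particular to FoxO factors.
Genes of the BCL2 family, which control apoptosis at the mitochondrion, went both ways. Among 11 pro-apoptotic members, 6 in HGC-27, 2 in HCT-8, 5 in Huh-7 and 0 in HepG2 cells were higher and 2 in HGC-27, 4 in HCT-8, 3 in Huh-7 and 0 in HepG2 cells lower, and adjusted over the list alone 6 in HGC-27, 3 in HCT-8, 5 in Huh-7 and 0 in HepG2 cells were higher. In HepG2 cells, 5 were higher and 2 lower without melatonin replicate 1. PMAIP1, an inhibitor of MCL1, rose by 0.26 to 1.03 in HGC-27, HCT-8 and Huh-7 cells (interaction adjusted p over the 4 lines = 0.016). BID, which links death receptors to mitochondria, fell in these 3 lines, with log2 fold changes of -0.41 to -1.37 (interaction adjusted p = 4.05e-07). The pro-apoptotic list moved up in HGC-27 cells (adjusted p = 0.0824), though not with an estimated correlation (adjusted p = 0.283), and passed in no other line (adjusted p = 0.355 to 0.935). Of 6 anti-apoptotic members, 1 in HGC-27, 1 in HCT-8, 2 in Huh-7 and 0 in HepG2 cells were higher and 1 in HGC-27, 1 in HCT-8, 2 in Huh-7 and 0 in HepG2 cells lower, and adjusted over the list alone 1 in HGC-27, 1 in HCT-8, 2 in Huh-7 and 0 in HepG2 cells were higher. That list passed in no line (adjusted p = 0.52 to 0.93). BCL2L1, which keeps mitochondria intact, fell in HGC-27, HCT-8 and Huh-7 cells, with log2 fold changes of -0.36 to -0.53 (interaction adjusted p = 0.51). MCL1, another such protein, rose by 0.28 (standard error 0.05, adjusted p = 0.003) in HCT-8 and 0.17 (standard error 0.05, adjusted p = 0.0219) in Huh-7 cells (interaction adjusted p = 0.0571, and 0.00147 without HepG2 melatonin replicate 1, where the effect differed between the lines). Apoptosis itself was not measured on the arrays.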

Our results also suggest that melatonin might enhance the apoptosis of tumor cells through the activation of FoxO signaling pathway [16].

**Fig. 3:**
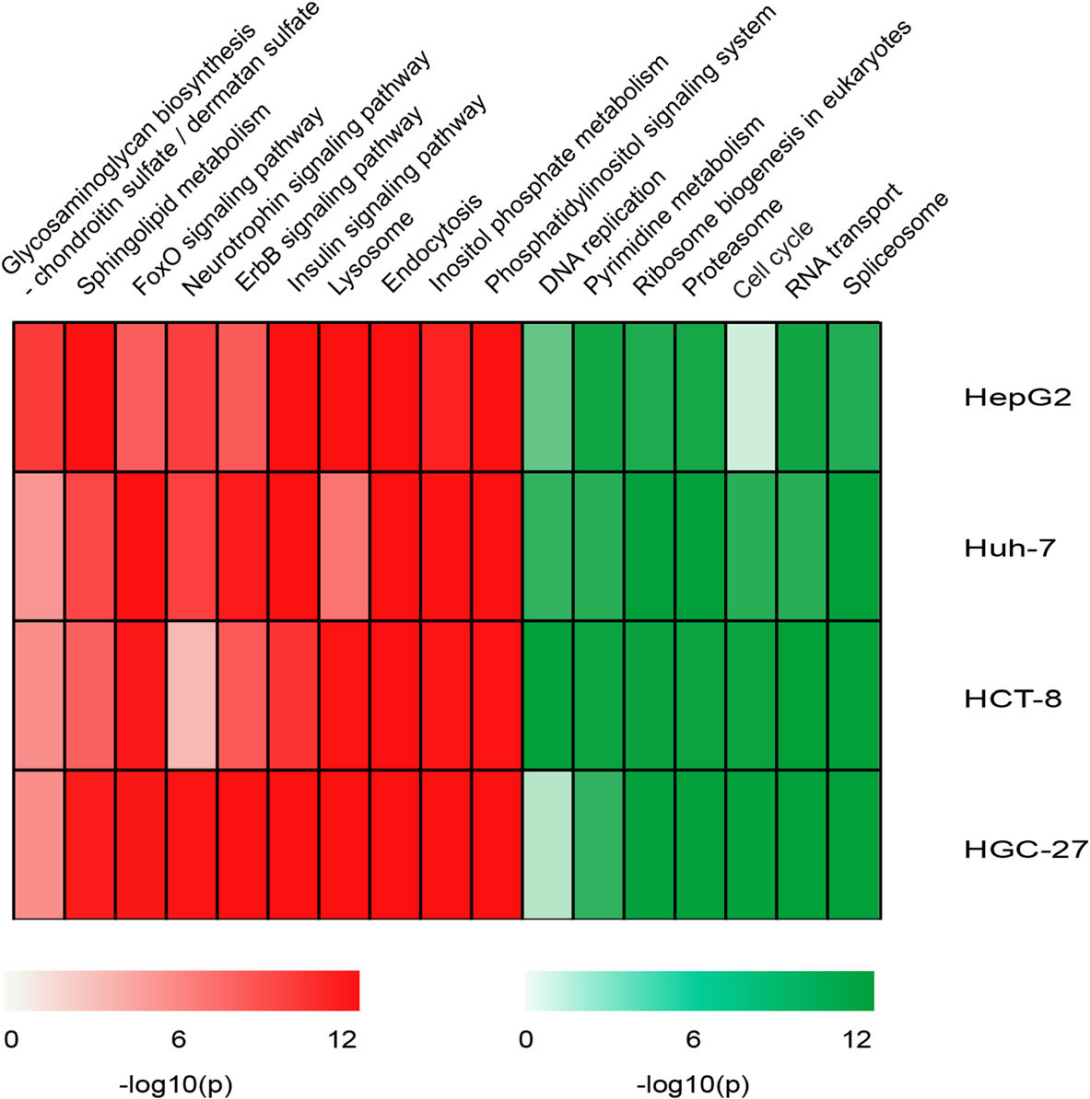
The common KEGG pathways significantly enriched by the upregulated and downregulated DEGs in four cancer cell lines treated by melatonin. The common KEGG pathways significantly enriched by the upregulated (Red) and downregulated (Green) DEGs in four cancer cell lines treated by melatonin. All *p* values of the KEGG pathway were adjusted by Benjamini and Hochberg (*p* < 0.1). -log10(*p*) was used to generate the heatmap

Similarly, 3784, 3121, 5609 and 3978 downregulated DEGs of the four cell lines were enriched in 10, 14, 11 and 12 biological pathways, respectively (shown in Supplementary Table S4). 

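A set of 273 genes was lower with melatonin in all 4 cell lines, where 5.15 would be found if the 4 lists were independent, and 1126 were lower in HGC-27, HCT-8 and Huh-7 cells together. As for the higher genes, the expected number treats genes of low signal like all others and can be too low. DDX46, an RNA helicase of the spliceosome, had log2 fold changes of -1.22 (standard error 0.07, adjusted p = 5.53e-06) in HGC-27, -1.38 (standard error 0.07, adjusted p = 1.06e-05) in HCT-8, -2.02 (standard error 0.05, adjusted p = 1.29e-07) in Huh-7 and -1.13 (standard error 0.22, adjusted p = 0.034) in HepG2 cells. POLE2, a subunit of DNA polymerase epsilon, fell with log2 fold changes of -0.93 to -2.02, and GINS1, part of the replicative helicase, with -0.89 to -1.62. SPC25, a kinetochore protein, had -0.85 to -1.58, E2F8, a transcription factor of the cell cycle, -0.81 to -1.95, and LMNB1, lamin B1 of the nuclear envelope, -0.82 to -1.42. FDPS, an enzyme of sterol synthesis, fell with log2 fold changes of -0.84 to -1.25. Over the settings with all arrays, the number of genes lower with melatonin in all 4 lines ran from 3 with a replicate block to 1347 with the merged list of the methods. The count of 273 was 859 without HepG2 melatonin replicate 1, 67 without HepG2 melatonin replicate 2, and 2, 3 and 1 without HepG2 control replicate 1, 2 or 3.

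**Figure D2:**
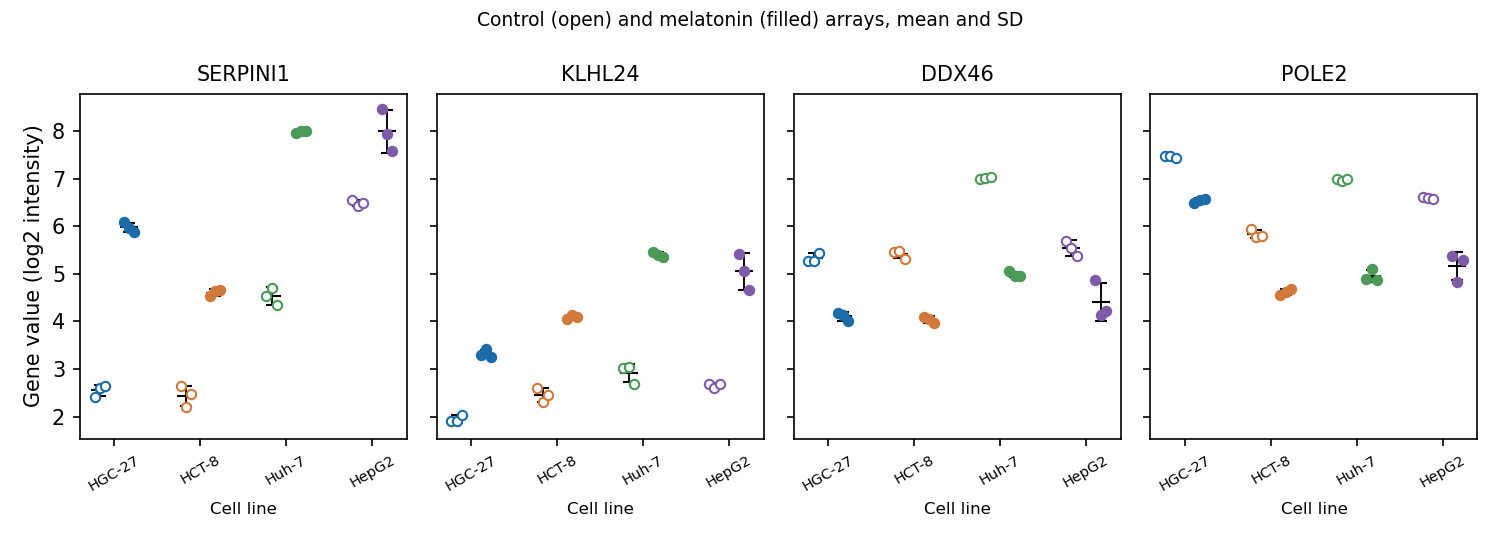
Gene values (log2 intensity) of SERPINI1, KLHL24, DDX46 and POLE2 on each array, by cell line. Open points are control arrays and filled points melatonin arrays, with mean and SD of 3 arrays; SERPINI1 and KLHL24 are higher and DDX46 and POLE2 lower with melatonin in each line.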

There were 7 common pathways, including pyrimidine metabolism, DNA replication and cell cycle signaling pathways (Fig. 3). These results further support the view that melatonin reduces the cell cycle of tumor to control tumor growth [10, 15, 41].

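Genes of DNA replication, of pyrimidine metabolism and of the proteasome fell as groups in all 4 cell lines, though with an estimated correlation DNA replication alone held, and in HGC-27 cells alone. Of 36 DNA replication genes, 20 in HGC-27, 29 in HCT-8, 29 in Huh-7 and 11 in HepG2 cells were lower and 4 in HGC-27, 2 in HCT-8, 4 in Huh-7 and 1 in HepG2 cells higher. Adjusted over the list alone, 20 in HGC-27, 30 in HCT-8, 29 in Huh-7 and 22 in HepG2 cells were lower. In HepG2 cells, 26 were lower without melatonin replicate 1. MCM2, part of the replicative helicase, had log2 fold changes of -1.01 (standard error 0.05, adjusted p = 4.76e-06) in HGC-27, -1.35 (standard error 0.06, adjusted p = 6.27e-06) in HCT-8 and -1.76 (standard error 0.08, adjusted p = 6.44e-07) in Huh-7 cells. In HepG2 cells its log2 fold change of -2.11 (standard error 0.47, adjusted p = 0.0507) did not pass the test, and without HepG2 melatonin replicate 1 it fell by 1.55 (standard error 0.12, adjusted p = 1.14e-04) (interaction adjusted p = 0.109, and 1.06e-04 without HepG2 melatonin replicate 1, where the effect differed between the lines). MCM6 of the same helicase fell in each line, with log2 fold changes of -0.75 to -1.44. POLD4, a small subunit of DNA polymerase delta, rose by 0.77 to 1.81 in HGC-27, HCT-8 and Huh-7 cells and was not called in HepG2 cells (interaction adjusted p = 0.00247). The mean log2 fold change of the list was -0.23 in HGC-27, -0.51 in HCT-8, -0.60 in Huh-7 and -0.69 in HepG2 cells, with camera adjusted p = 5.69e-12 to 5.05e-04. With an estimated correlation the call held in HGC-27 cells (adjusted p = 0.0807) and in no other line (adjusted p = 0.122 to 0.158). That version has little power with so few arrays and does not show that the list was unchanged in those lines.
Of 45 enzymes of pyrimidine metabolism, 18 in HGC-27, 20 in HCT-8, 28 in Huh-7 and 4 in HepG2 cells were lower and 7 in HGC-27, 5 in HCT-8, 9 in Huh-7 and 1 in HepG2 cells higher. Adjusted over the list alone, 18 in HGC-27, 22 in HCT-8, 29 in Huh-7 and 8 in HepG2 cells were lower, and without HepG2 melatonin replicate 1 19 were lower in HepG2 cells. CTPS1, which makes CTP, fell in HGC-27, HCT-8 and Huh-7 cells, with log2 fold changes of -0.55 to -1.31, and was not called in HepG2 cells (interaction adjusted p = 0.216, and 1.37e-08 without HepG2 melatonin replicate 1, where the effect differed between the lines). RRM2B, a stress-induced subunit of ribonucleotide reductase, rose by 0.39 to 1.17 over the 4 lines. The list moved down in each line (adjusted p = 1.13e-04 to 0.0281) and with an estimated correlation in none (adjusted p = 0.117 to 0.288). Of 40 proteasome genes, 24 in HGC-27, 23 in HCT-8, 30 in Huh-7 and 3 in HepG2 cells were lower, and adjusted over the list alone 26 in HGC-27, 23 in HCT-8, 33 in Huh-7 and 3 in HepG2 cells. In HepG2 cells, 24 were lower without melatonin replicate 1. PSMB10, a subunit of the immunoproteasome, fell with log2 fold changes of -0.49 to -0.83. The proteasome list moved down in each line (adjusted p = 3.13e-06 to 4.17e-04) and with an estimated correlation in none (adjusted p = 0.122 to 0.316). The study chose these pathways on these samples, so the counts are not independent evidence.

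**Figure D3:**
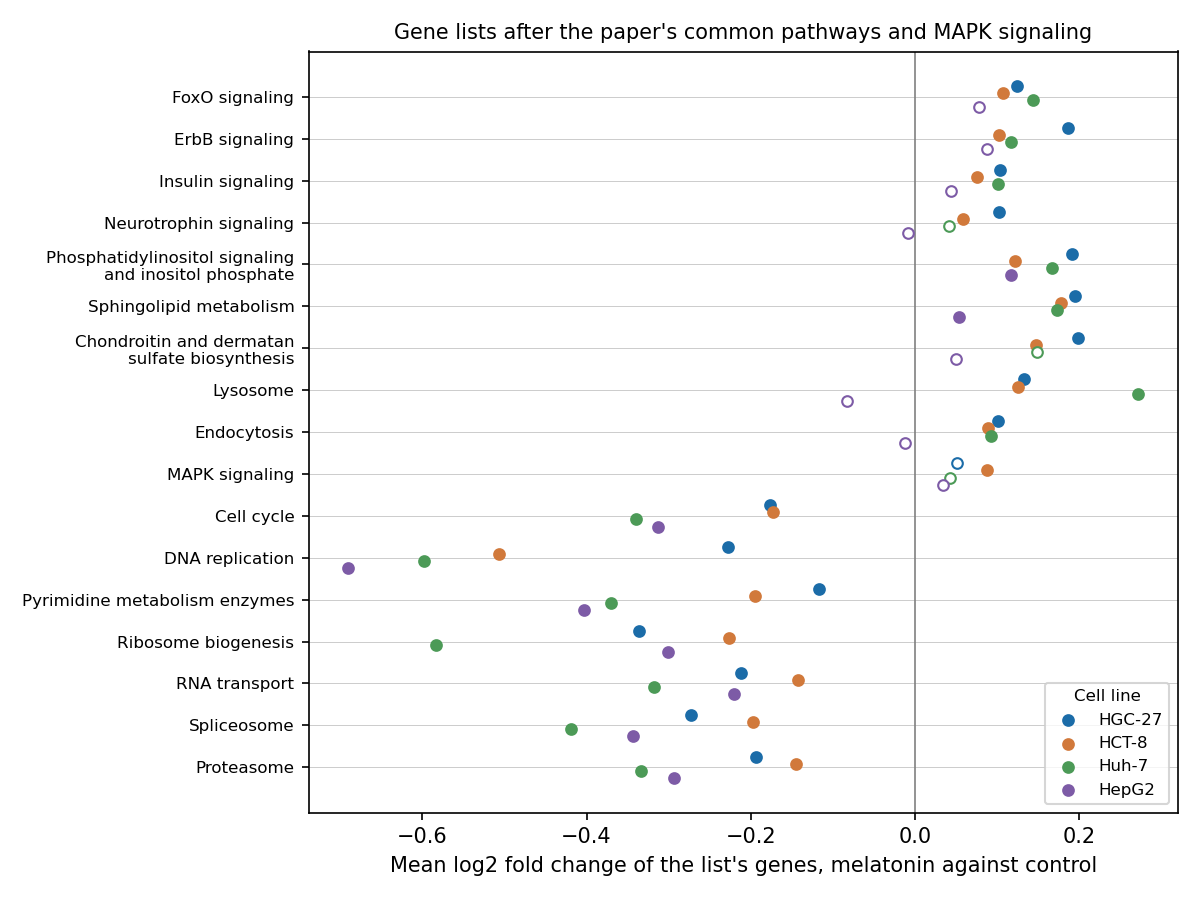
Mean log2 fold change (melatonin against control) of the genes of 17 lists in each cell line, with filled points where the camera adjusted p at the preset correlation was under 10% and open points where it was not. The 7 lists of pathways that the paper gives for downregulated genes lie below 0 in each line, and the other 10 lie above 0 in HGC-27, HCT-8 and Huh-7 cells.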

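Cell cycle genes moved down as a group in each of the 4 cell lines, though with an estimated correlation in HGC-27 cells alone. Of 117 such genes, 65 in HGC-27, 57 in HCT-8, 72 in Huh-7 and 12 in HepG2 cells were lower and 19 in HGC-27, 21 in HCT-8, 18 in Huh-7 and 3 in HepG2 cells higher, and adjusted over the list alone 68 in HGC-27, 60 in HCT-8, 76 in Huh-7 and 25 in HepG2 cells were lower. In HepG2 cells without melatonin replicate 1, 58 were lower and 17 higher. CCNA2, the cyclin of S phase and G2, fell with log2 fold changes of -0.61 to -1.55 over the 4 lines, and CDC45, which helps to open replication origins, with -0.33 to -1.73. CDC25A, a phosphatase that activates CDK2, fell with log2 fold changes of -0.53 to -1.64. CDKN2B, an inhibitor of CDK4 and CDK6, rose by 1.16 (standard error 0.05, adjusted p = 1.88e-06) in HGC-27 and 1.38 (standard error 0.07, adjusted p = 1.48e-06) in Huh-7 cells (interaction adjusted p = 2.43e-05). CDKN1A, the inhibitor p21, rose by 1.12 (standard error 0.08, adjusted p = 2.04e-05) in HGC-27 cells. In HCT-8, Huh-7 and HepG2 cells CDKN1A had log2 fold changes of -0.28 (standard error 0.05, adjusted p = 0.00386), -0.27 (standard error 0.06, adjusted p = 0.00621) and -0.70 (standard error 0.12, adjusted p = 0.0278), and its effect differed between the lines (interaction adjusted p = 6.59e-09). The list gave camera adjusted p = 9.91e-06 in HGC-27, 4.17e-04 in HCT-8, 1.94e-05 in Huh-7 and 3.02e-06 in HepG2 cells. With an estimated correlation the call held in HGC-27 cells (adjusted p = 0.0483) and in no other line (adjusted p = 0.122 to 0.224). The study chose this pathway on these samples, so the counts are not independent evidence.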

### Comparison between the dysregulated genes in cancer tissues and those reversed by melatonin

To explore the potential anticancer effects of melatonin, we compared the DEGs found in cancer cell lines with those in cancer tissues. Using Student’s *t*-test with 1% FDR control, 3278 and 7459 DEGs were identified between GC cancerous and normal samples in GSE27342 and GSE63089, respectively. A total of 3068 DEGs with the same dysregulation directions in the two datasets were selected as dysregulated genes in the state of GC. Among the 1475 upregulated genes, 603 DEGs were downregulated in the HGC-27 cell lines treated by melatonin, and enriched in 5 biological pathways with 10% FDR control. Among the 1593 downregulated genes, 334 DEGs were upregulated by melatonin, which were enriched in 9 biological pathways (Supplementary Table S5 and S6).

Similarly, 3336 DEGs with the same dysregulation directions in dataset GSE8671 and dataset GSE23878 were identified in CRC tumors using Student’s *t*-test with 1% FDR control. Among the 1317 upregulated and 2019 downregulated genes in CRC tumors, 605 and 425 DEGs were reversely downregulated and upregulated in the HCT-8 cell lines treated by melatonin, respectively, which were enriched in 7 and 30 biological pathways. Moreover, 4257 DEGs with the same dysregulation directions in dataset GSE14520 and dataset GSE39791 were identified in HCC tumors using Student’s *t*-test with 1% FDR control. Among the 2865 upregulated genes, 1136 and 868 DEGs were downregulated, respectively, in the Huh-7 and HepG2 cell lines treated by melatonin, while among the 1392 downregulated gens, 355 and 271 DEGs were upregulated, respectively. The functional enrichment analysis results were shown in Supplementary Tables S5 and S6.

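In the cell lines, genes that build ribosomes, carry RNA out of the nucleus and splice RNA fell as groups with melatonin in each of the 4 lines, though with an estimated correlation in HGC-27 cells alone. Of 61 ribosome biogenesis genes, 41 in HGC-27, 34 in HCT-8, 54 in Huh-7 and 8 in HepG2 cells were lower, and adjusted over the list alone 45 in HGC-27, 35 in HCT-8, 55 in Huh-7 and 17 in HepG2 cells. UTP18 and WDR43, factors of the small ribosomal subunit, fell with log2 fold changes of -0.53 to -1.41 and of -0.45 to -1.35 over the 4 lines, and DKC1, the pseudouridine synthase dyskerin, with -0.53 to -1.36. Of 122 RNA transport genes, 76 in HGC-27, 59 in HCT-8, 76 in Huh-7 and 14 in HepG2 cells were lower, and adjusted over the list alone 80 in HGC-27, 62 in HCT-8, 77 in Huh-7 and 25 in HepG2 cells. EIF1AX, a translation initiation factor, fell with log2 fold changes of -0.38 to -1.28, and EIF1, another such factor, rose by 0.47 to 0.74. Of 113 spliceosome genes, 75 in HGC-27, 51 in HCT-8, 82 in Huh-7 and 23 in HepG2 cells were lower, and adjusted over the list alone 78 in HGC-27, 54 in HCT-8, 83 in Huh-7 and 27 in HepG2 cells. The splicing factor genes SRSF1 and SRSF7 fell with log2 fold changes of -0.85 to -1.66 and of -0.65 to -1.74, and BUD31, another spliceosome protein, rose by 0.42 to 1.15. In HepG2 cells without melatonin replicate 1, 33 genes of ribosome biogenesis, 57 of RNA transport and 60 of the spliceosome were lower. Camera adjusted p was 3.6e-11 to 3.18e-06 for ribosome biogenesis, 6.68e-08 to 4.17e-04 for RNA transport and 3.01e-12 to 3.18e-06 for the spliceosome. With an estimated correlation the 3 calls held in HGC-27 cells (adjusted p = 0.0559, 0.0559 and 0.0721) and in no other line. The study chose these pathways on these samples, so the counts are not independent evidence.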

Interestingly, there were 4 common pathways enriched by those DEGs which were upregulated in three cancers but downregulated in all four cell lines treated by melatonin, including ribosome biogenesis in eukaryotes, RNA transport, spliceosome and cell cycle signaling pathways. These results suggest that melatonin might exert antitumor effects through these pathways.

### Comparison with the genes related with 5-FU resistance in GC and CRC

Because 5-fluorouracil (5-FU) is a routine chemotherapeutic agent of DNA damage in GC and CRC, we further investigated whether DEGs altered by melatonin are associated with 5-FU resistance.

Recently, we have developed a signature consisting of two gene pairs which could robustly predict the prognosis of GC patients treated with 5-FU-based chemotherapy [42]. Using Student’s *t*-test with 5% FDR control, 1969 DEGs were identified between 88 patients with high-risk and 35 patients with low-risk of resistance to 5-FU-based regimens. Among the 871 downregulated genes in the resistant high-risk GC patients compared with the low-risk patients, 234 DEGs were upregulated in the HGC-27 cell lines treated by melatonin. Meanwhile, among the 1098 upregulated genes in the resistance high-risk GC patients, 520 DEGs were downregulated in the HGC-27 cell lines treated by melatonin, which were enriched in 12 biological pathways with 10% FDR control (Supplementary Table S7). The pyrimidine metabolism pathway, which is responsible for the metabolism of 5-FU, was included, and the thymidylate synthase (*TS*) gene involved in the pathway was downregulated by melatonin. It has been reported that 5-FU exerts its anticancer effects through inhibition of *TS* to disrupt DNA synthesis and repair, resulting in lethal DNA damage [43]. 

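In HGC-27 cells, TYMS, the gene of thymidylate synthase, was 9.94 ± 0.03 in control cells and 9.85 ± 0.02 in melatonin-treated cells (log2 intensity, mean ± SD, n = 3). Its log2 fold change of -0.10 (standard error 0.04, adjusted p = 0.112) did not pass the test of limma. The methods' t-test with FDR control gave an adjusted p of 0.0313, and centring the arrays on the ERCC control probe set gave TYMS a log2 fold change of 0.06, which did not pass. That centring used the only 1 of 100 ERCC probe sets above the median of all probe sets. It moved the median of all genes by 0.15 in HGC-27 cells. DUT, which removes dUTP, fell by 0.77 (standard error 0.05, adjusted p = 7.97e-06) on the log2 scale, and the ribonucleotide reductase gene RRM1 fell by 0.53 (standard error 0.04, adjusted p = 3.05e-05). TK1, a thymidine kinase, had a log2 fold change of -0.06 (standard error 0.06, adjusted p = 0.415) and was not called. Of 25 genes of fluoropyrimidine metabolism, 10 were lower and 1 was higher, and the same numbers were found when adjusted over the list alone. The list moved down with a camera adjusted p of 0.00729, and with an estimated correlation the adjusted p was 0.082.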

Zembutsu et al. have revealed that there is an inverse relationship between mRNA levels of *TS* and 5-FU sensitivity in a panel of cancer cell lines, including GC cell lines [44].

For CRC tumors, we investigated the relationship by analyzing the protein-protein interaction network. A directed regulatory network included 136 DEGs in the HCT-8 cell lines after melatonin treatment and 37 genes related with 5-FU resistance in CRC was shown in Fig. 4. 

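Of the genes drawn as upregulated in Fig. 4, 17 were compared with the arrays of HCT-8 cells. Of these, 16 were higher with melatonin and 1, NFKB1, did not pass the test of limma. Of 56 genes drawn as downregulated, 48 were lower, 4 (ATR, PRKDC, GATA6 and CDK6) did not pass the test and 4 were not analysed here. No gene was called in the direction opposite to its drawn color. With the methods' t-test and FDR control, 15 of the 17 genes were higher and 38 of the 56 lower. The genes were not looked up in the list merged with pairwise differences, from which the paper's calls come. TCF4, a transcription factor gene, fell by 0.75 (standard error 0.06, adjusted p = 4.94e-05) on the log2 scale, and BIRC5, the apoptosis inhibitor survivin, fell by 0.68 (standard error 0.06, adjusted p = 9.55e-05). CDK2, a kinase of S phase, fell by 0.61 (standard error 0.05, adjusted p = 8.8e-05), and MCM4 of the replicative helicase fell by 0.91 (standard error 0.05, adjusted p = 1.8e-05). NFKB1, a subunit of NF-kappaB, had a log2 fold change of 0.15 (standard error 0.05, adjusted p = 0.0537), and PRKDC, the DNA-dependent protein kinase, one of -0.27 (standard error 0.10, adjusted p = 0.0782). The study colored the genes by these arrays, so the tally is not independent evidence.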

Four resistance-related genes (*ATR*, *CHEK1*, *MYC* and *BAX*) were the hubs with the largest degrees in the network (all≥11), of which the expression levels were downregulated by melatonin. 

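In HCT-8 cells, CHEK1, MYC and BAX were lower with melatonin. CHEK1 (Entrez Gene 1111), the checkpoint kinase that ATR activates, was 5.68 ± 0.01 in control cells and 5.39 ± 0.05 in melatonin-treated cells (log2 intensity, mean ± SD, n = 3), and fell by 0.29 (standard error 0.05, adjusted p = 0.00323) on the log2 scale. MYC (Entrez Gene 4609), a transcription factor of cell growth, fell by 0.38 (standard error 0.06, adjusted p = 0.00122), and BAX (Entrez Gene 581), a pro-apoptotic pore protein, fell by 0.27 (standard error 0.06, adjusted p = 0.0104). ATR (Entrez Gene 545), the kinase of replication stress, was 4.81 ± 0.16 in control cells and 4.61 ± 0.02 in melatonin-treated cells. Its log2 fold change of -0.19 (standard error 0.08, adjusted p = 0.0972) did not pass the test of limma. Quantile normalization of the arrays again gave ATR a log2 fold change of -0.25, which passed, as did the value of -0.28 without HCT-8 control replicate 3, while the methods' t-test gave ATR an adjusted p of 0.218. With the arrays centred on the ERCC control probe set, CHEK1, MYC, BAX and ATR had log2 fold changes of -0.05, -0.14, -0.03 and 0.05, none of which passed, and BAX did not pass in a joint fit of the 24 arrays. That centring used the only 1 of 100 ERCC probe sets above the median of all probe sets. It moved the median of all genes by 0.24 in HCT-8 cells, so it is weak evidence against these calls. TIPIN, which helps ATR to activate CHEK1, fell by 0.65 (standard error 0.07, adjusted p = 2.08e-04).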

The *ATR*-*CHEK1* pathway is known to be responsible for DNA damage during cell cycle. It has been reported that inhibition the *ATR*-*CHEK1* pathway could enhance the efficacy of DNA damage agents in variety of carcinomas, ciplastin in CRC, gemcitabine in pancreatic cancer [45] and cytosine arabinoside in Refractory Acute Leukemias [46], and reverse the radioresistance in oral squamous cell carcinoma cells [47].

**Fig. 4:**
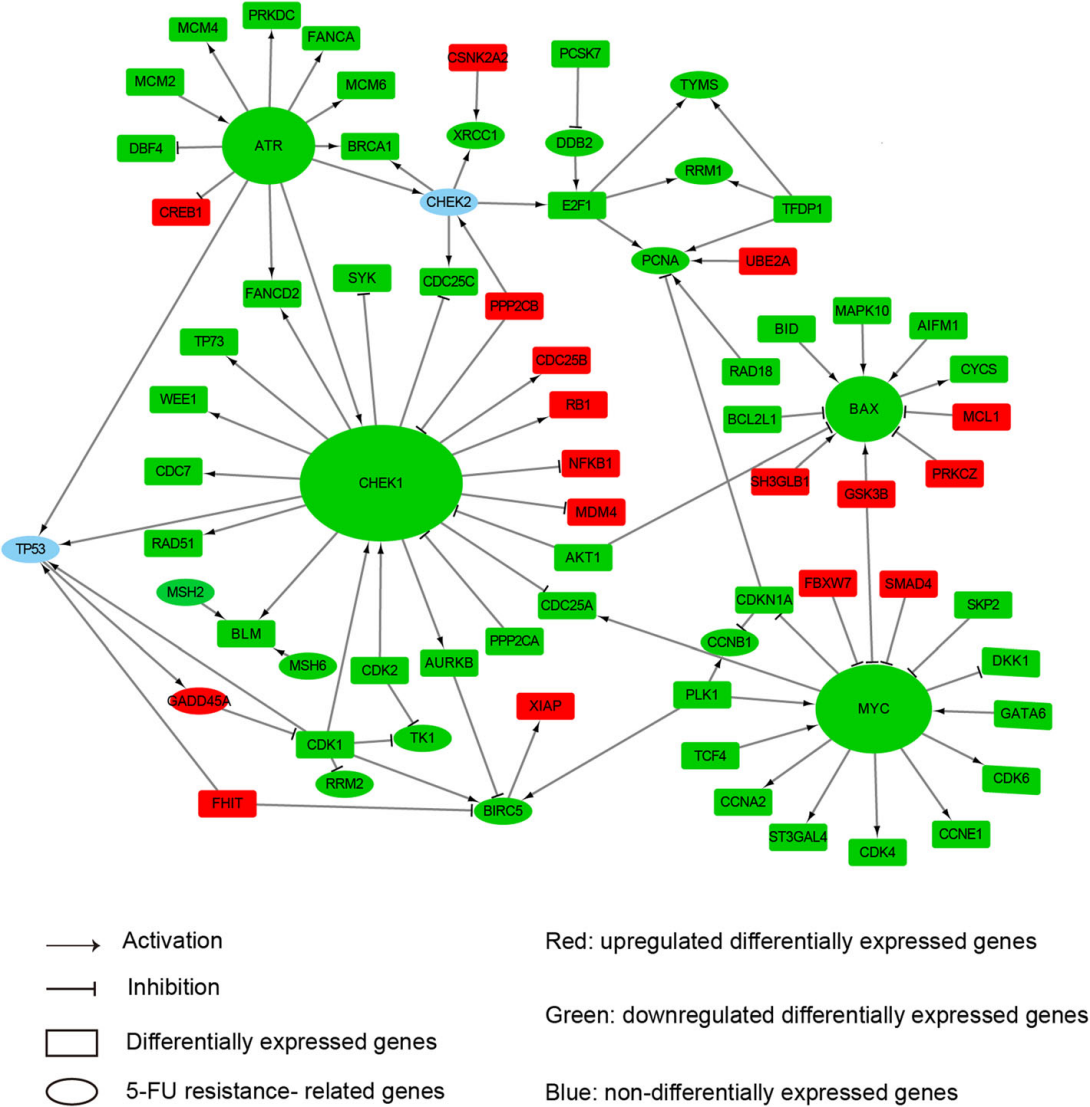
The protein-protein interaction network between DEGs of HCT-8 and 5-FU resistance-related genes in CRC. The network was consisted of DEGs of HCT-8 treated by melatonin and 5-FU resistance-related genes in CRC. The node shapes represent the types of genes. Ellipse, 5-FU resistance-related genes, of which overexpression are positively related with 5-FU resistance. Rectangle, DEGs of HCT-8 after melatonin treatment. The node colors indicate genes upregulated (Red), downregulated (Green) or non-differentially expressed (Blue) in HCT-8 after melatonin treatment

In conclusion, our results suggest that melatonin could enhance the efficacy of 5-FU in GC and CRC patients.

### Melatonin enhanced the sensitivity of CRC 5-FU resistant cells by downregulating *ATR*

To investigate whether melatonin downregulate the expression levels of 5-FU resistance-related genes in CRC, qRT-PCR analyses were performed. After 24 h of melatonin treatment, the expression of *ATR* in HCT-8/5-FU was significantly lower than in the control group (Fig. 5a). Then we analyzed the effect of the combined treatment of 5-FU and melatonin (2.5 mM) on the IC_50_ values for cell viability inhibition. As shown in Fig. 5b, co-treatment of 5-FU with melatonin considerably increased the sensitivity of HCT-8/5-FU to 5-FU. Compared with the cells treated with 5-FU alone, a significant reduction in the IC_50_ value of 5-FU in HCT-8/5-FU was observed (*p* < 0.01). These results showed that melatonin increased the sensitivity of CRC 5-FU resistant cells by decreasing the expression of *ATR*.

**Fig. 5:**
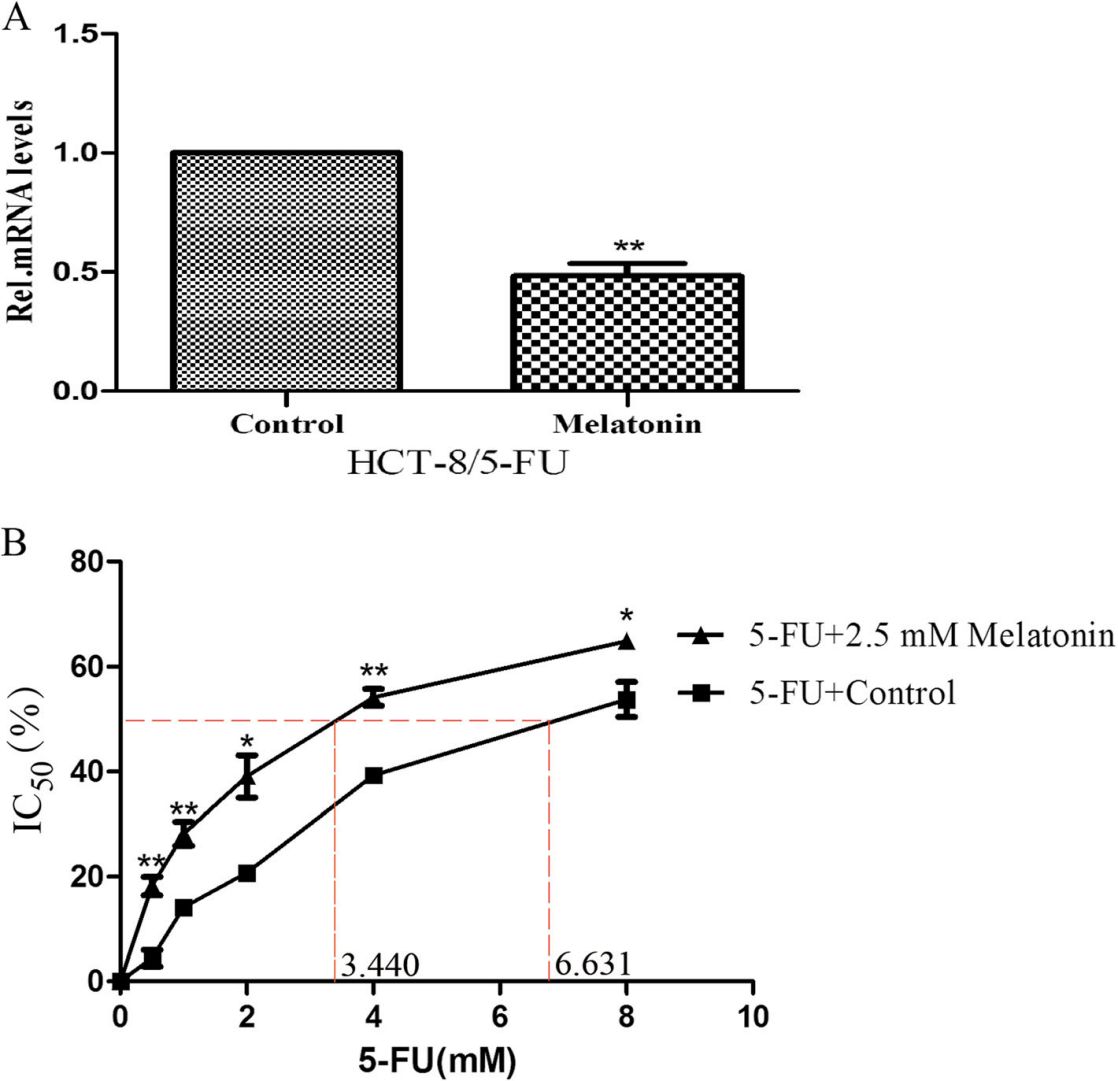
The effects of melatonin in CRC 5-FU resistant cell lines. Relative mRNA expression of *ATR* (**a**) and the IC_50_ values of 5-FU for cell viability inhibition (**b**) in HCT-8/5-FU with or without melatonin treatment for 24 h. Independent sample *t*-test was used to conduct significance analysis. * *p* < .05, ** *p* < .01, *** *p* < .001

## Discussion

By performing a global analysis of gene expression profiles of four cancer cell lines across three types of gastrointestinal carcinomas, our study systematically uncovered the genes and pathways commonly altered by melatonin for the first time and confirmed its dual role in tumor cells: pro-apoptosis and anti-proliferation. Moreover, comparison of the DEG between tumor tissues and melatonin-treated cancer cell lines indicated that melatonin might exert antitumor effects through RNA transport, spliceosome and cell cycle signaling pathways. By comparing DEGs of melatonin with 5-FU-resistance related genes, we found that melatonin could downregulate the expression levels of resistance-related genes, such as *TS* in GC patients and *ATR*, *CHEK1*, *MYC* and *BAX* in CRC patients. The qRT-PCR results demonstrated the role of melatonin by decreasing expression of *ATR* to increase the sensitivity of CRC 5-FU resistant cells.

Our results showed that melatonin might downregulate the expression levels of five resistance-related genes in GC and CRC to increase the sensitivity of 5-FU, which were consistent with previous studies. Studies have established a strong association between increased *TS* expression and development of 5-FU chemoresistance. Clinical trial results have shown that *TS* expression was negatively correlated with chemotherapy response in CRC patients [48]. Recent study has shown that melatonin can abate the chemoresistance of CRC cells to 5-FU by downregulating the expression of *TS* [49]. Liang et al. revealed that downregulation of *MYC* can induce 5-FU sensitivity in nasopharyngeal carcinoma [50]. Another gene, *BAX*, which plays an important role in p53 signaling pathway, is known to induce apoptosis. It has been reported that melatonin could downregulate the expression of *MYC* and upregulate the expression of *BAX* to stimulate the apoptotic effects in breast cancer cells [51].

It is reported that melatonin can activate the MAPK cascades [41, 52, 53]. 

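Genes of MAPK signaling moved up as a group in HCT-8 cells, though not with an estimated correlation, and passed the test of a group change in neither HGC-27 nor Huh-7 cells. Of 170 such genes, 51 were higher and 38 lower with melatonin in HGC-27 cells, 50 and 25 in HCT-8 cells, and 51 and 48 in Huh-7 cells. DDIT3, a transcription factor of stress-induced apoptosis, rose by 2.03 (standard error 0.07, adjusted p = 8.32e-07), 1.15 (standard error 0.09, adjusted p = 6.47e-05) and 2.14 (standard error 0.08, adjusted p = 3.99e-07) on the log2 scale in these lines (interaction adjusted p over the 4 lines = 1.62e-06). SOS2, which activates RAS, rose by 0.69 to 1.08. HSPB1, a small heat shock protein, fell with log2 fold changes of -0.26 to -0.52, and DUSP9, a phosphatase of MAP kinases, with -0.55 to -1.02. Camera adjusted p was 0.443 in HGC-27, 0.00982 in HCT-8 and 0.507 in Huh-7 cells. The call in HCT-8 cells did not hold with an estimated correlation (adjusted p = 0.15). Adjusted over the list alone, 52, 58 and 53 genes were higher in HGC-27, HCT-8 and Huh-7 cells. The study chose this pathway on these samples, so these counts are not independent evidence.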

In line with these studies, the upregulated genes by melatonin in HGC-27, HCT-8 and Huh-7 cell lines were significantly enriched in the MAPK pathway with 10% FDR control. With a loosen 5% *p*-value, the upregulated genes by melatonin in the HepG2 cell lines were also enriched the pathway. 

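In HepG2 cells, 13 of the MAPK signaling genes were higher and 5 lower, and the group did not pass the test (camera adjusted p = 0.52). SOS2 rose by 0.65 (standard error 0.14, adjusted p = 0.047) on the log2 scale, and HSPB1 fell by 1.44 (standard error 0.14, adjusted p = 0.00722). DDIT3 had a log2 fold change of 0.59 (standard error 0.17, adjusted p = 0.108), and without HepG2 melatonin replicate 1 it rose by 0.73 (standard error 0.13, adjusted p = 0.00457). Without that array, 42 genes were higher and 19 lower, and the group moved up with an adjusted p of 0.0873, which did not hold with an estimated correlation (adjusted p = 0.494). Adjusted over the list alone, 15 genes were higher and 6 lower with all arrays.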

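MAP3K2 (Entrez Gene 10746), a kinase upstream of JNK and ERK5, rose by 0.79 (standard error 0.06, adjusted p = 1.77e-05) in HGC-27, 1.09 (standard error 0.07, adjusted p = 2.42e-05) in HCT-8, 0.69 (standard error 0.07, adjusted p = 4.95e-05) in Huh-7 and 0.81 (standard error 0.12, adjusted p = 0.0185) in HepG2 cells on the log2 scale. MAPK8 (Entrez Gene 5599), the kinase JNK1, rose by 0.53 to 1.12 over the 4 lines, with adjusted p values up to 0.0126. MAPK9 (Entrez Gene 5601), the kinase JNK2, rose by 0.26 to 0.37 in HGC-27, HCT-8 and Huh-7 cells as the mean of 4 probe sets. In Huh-7 cells these MAPK9 probe sets went both ways, with log2 fold changes from -0.22 (adjusted p = 0.0146) to 0.68 (adjusted p = 4.85e-05), and in HGC-27 cells they ran from 0.01 to 0.75. In HepG2 cells MAPK9 had a log2 fold change of 0.33 (standard error 0.09, adjusted p = 0.0962), and without HepG2 melatonin replicate 1 it rose by 0.27 (standard error 0.07, adjusted p = 0.021) (interaction adjusted p = 0.743). MAP3K7 (Entrez Gene 6885), the kinase TAK1, rose by 0.28 (standard error 0.05, adjusted p = 0.00118) in HGC-27 and 0.63 (standard error 0.05, adjusted p = 8.15e-05) in HCT-8 cells. Its log2 fold change was 0.13 (standard error 0.05, adjusted p = 0.0517) in Huh-7 and 0.22 (standard error 0.08, adjusted p = 0.198) in HepG2 cells, and neither passed the test. The effect on MAP3K7 differed between the lines (interaction adjusted p = 1.39e-04), and without HepG2 melatonin replicate 1 it rose by 0.27 (standard error 0.07, adjusted p = 0.0188) in HepG2 cells. MAP3K18 was taken as TAOK3 (Entrez Gene 51347), the gene for which the reference annotation lists that name as a synonym. TAOK3 rose by 0.35 to 1.21 in HGC-27, HCT-8 and Huh-7 cells. In HepG2 cells TAOK3 had a log2 fold change of 0.93 (standard error 0.30, adjusted p = 0.131), and without HepG2 melatonin replicate 1 it rose by 0.58 (standard error 0.09, adjusted p = 0.00221) (interaction adjusted p = 0.0678, and 6.69e-05 without HepG2 melatonin replicate 1, where the effect differed between the lines).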

Genes *MAP 3 K2*, *MAP 3 K7*, *MAP 3 K18*, *MAPK8* and *MAPK9* in the pathway, which were responsible for DNA damage or apoptosis [54], were all upregulated by melatonin treatment in four cancer cell lines. The results also supported the dual role of melatonin in tumor cells.

Melatonin has been showed to increase the efficiency of cisplatin in ovarian cancer cell lines [55], 5-FU in CRC cells [56], sorafenib in HCC cells [16, 19]. Our results indicated that melatonin may improve the chemotherapeutic effect of 5-FU in GC and CRC patients. The treatment by the combination of 5-FU and melatonin may obtain better therapeutic benefits for GC and CRC patients than 5-FU alone, which might be a good solution for patients with tumor insensitive or acquired-resistant to conventional 5-FU based chemotherapy. Therefore, in consideration of its low toxicity, it’s worth to investigate the combination of melatonin with chemotherapeutic agents in aiding cancer patients against different types of tumors. Besides, we are aware that our study is carried out in vitro and the concentration of melatonin used in this study is hardly reached in humans. The proper dose and way of melatonin administration in clinic cancer therapy need be further investigated.

## Conclusions

Our study systematically uncovered the genes and pathways commonly altered by melatonin for the first time and confirmed its dual role in tumor cells: pro-apoptosis and anti-proliferation. Our results further indicated that melatonin might increase the sensitivity of 5-FU in GC and CRC.

## Supplementary information

**Additional file 1: Supplementary Table S1.** The sequence of the target gene primers. **Supplementary Table S2.** DEGs detected in four cancer cell lines by Student’s *t*-test and the reproducibility-based PD. **Supplementary Table S3.** The pathways enriched by the upregulated DEGs of four cancer cell lines treated by melatonin. *p* (< 0.1) was adjusted by Benjamini and Hochberg. **Supplementary Table S4.** The pathways enriched by the downregulated DEGs of four cancer cell lines treated by melatonin. *p* (< 0.1) was adjusted by Benjamini and Hochberg. **Supplementary Table S5.** Pathways enriched by genes upregulated in tumor tissues but downregulated in cell lines after melatonin treatment. *p* (< 0.1) was adjusted by Benjamini and Hochberg. **Supplementary Table S6.** Pathways enriched by genes downregulated in tumor tissues but upregulated in cell lines after melatonin treatment. *p* (< 0.1) was adjusted by Benjamini and Hochberg. **Supplementary Table S7.** Pathways enriched by genes upregulated in the resistance high-risk GC patients but downregulated in the HGC-27 cell lines treated by melatonin. *p* (< 0.1) was adjusted by Benjamini and Hochberg.

## Data Availability

Expression profiling data measured in our study are available in the Gene Expression Omnibus repository (GEO accession number: GSE132119).

## Abbreviations

GC: gastric carcinoma
CRC: colorectal carcinoma
HCC: hepatocellular carcinoma
5-FU: 5-fluorouracil
DEGs: differentially expressed genes
FDR: False Discovery Rate

## References

[1] Dominguez-Rodriguez A, Abreu-Gonzalez P, Sanchez-Sanchez JJ, Kaski JC, Reiter RJ (2010). Melatonin and circadian biology in human cardiovascular disease. J Pineal Res.

[2] Garcia JJ, Lopez-Pingarron L, Almeida-Souza P, Tres A, Escudero P, Garcia-Gil FA, Tan DX, Reiter RJ, Ramirez JM, Bernal-Perez M (2014). Protective effects of melatonin in reducing oxidative stress and in preserving the fluidity of biological membranes: a review. J Pineal Res.

[3] Tan DX, Manchester LC, Hardeland R, Lopez-Burillo S, Mayo JC, Sainz RM, Reiter RJ (2003). Melatonin: a hormone, a tissue factor, an autocoid, a paracoid, and an antioxidant vitamin. J Pineal Res.

[4] Volt H, Garcia JA, Doerrier C, Diaz-Casado ME, Guerra-Librero A, Lopez LC, Escames G, Tresguerres JA, Acuna-Castroviejo D (2016). Same molecule but different expression: aging and sepsis trigger NLRP3 inflammasome activation, a target of melatonin. J Pineal Res.

[5] Santello FH, Frare EO, Caetano LC, AlonsoToldo MP, Do Prado JC, Jr.: Melatonin enhances pro-inflammatory cytokine levels and protects against Chagas disease. J Pineal Res 2008, 45(1):79–85.10.1111/j.1600-079X.2008.00558.x18284549

[6] Konturek SJ, Konturek PC, Brzozowska I, Pawlik M, Sliwowski Z, Czesnikiewicz-Guzik M, Kwiecien S, Brzozowski T, Bubenik GA, Pawlik WW (2007). Localization and biological activities of melatonin in intact and diseased gastrointestinal tract (GIT). J Physiol Pharmacol.

[7] Bubenik GA (2008). Thirty four years since the discovery of gastrointestinal melatonin. J Physiol Pharmacol.

[8] Lozanovski VJ, Polychronidis G, Gross W, Gharabaghi N, Mehrabi A, Hackert T, Schemmer P, Herr I (2020). Broccoli sprout supplementation in patients with advanced pancreatic cancer is difficult despite positive effects-results from the POUDER pilot study. Investig New Drugs.

[9] Maneikyte J, Bausys A, Leber B, Horvath A, Feldbacher N, Hoefler G, Strupas K, Stiegler P, Schemmer P (2019). Dietary glycine decreases both tumor volume and vascularization in a combined colorectal liver metastasis and chemotherapy model. Int J Biol Sci.

[10] Martin-Renedo J, Mauriz JL, Jorquera F, Ruiz-Andres O, Gonzalez P, Gonzalez-Gallego J (2008). Melatonin induces cell cycle arrest and apoptosis in hepatocarcinoma HepG2 cell line. J Pineal Res.

[11] Carbajo-Pescador S, Garcia-Palomo A, Martin-Renedo J, Piva M, Gonzalez-Gallego J, Mauriz JL (2011). Melatonin modulation of intracellular signaling pathways in hepatocarcinoma HepG2 cell line: role of the MT1 receptor. J Pineal Res.

[12] Farriol M, Venereo Y, Orta X, Castellanos JM, Segovia-Silvestre T (2000). In vitro effects of melatonin on cell proliferation in a colon adenocarcinoma line. J Applied Toxicol.

[13] Hill SM, Blask DE (1988). Effects of the pineal hormone melatonin on the proliferation and morphological characteristics of human breast cancer cells (MCF-7) in culture. Cancer Res.

[14] Petranka J, Baldwin W, Biermann J, Jayadev S, Barrett JC, Murphy E (1999). The oncostatic action of melatonin in an ovarian carcinoma cell line. J Pineal Res.

[15] Carbajo-Pescador S, Martin-Renedo J, Garcia-Palomo A, Tunon MJ, Mauriz JL, Gonzalez-Gallego J (2009). Changes in the expression of melatonin receptors induced by melatonin treatment in hepatocarcinoma HepG2 cells. J Pineal Res.

[16] Prieto-Dominguez N, Ordonez R, Fernandez A, Mendez-Blanco C, Baulies A, Garcia-Ruiz C, Fernandez-Checa JC, Mauriz JL, Gonzalez-Gallego J (2016). Melatonin-induced increase in sensitivity of human hepatocellular carcinoma cells to sorafenib is associated with reactive oxygen species production and mitophagy. J Pineal Res.

[17] Lissoni P, Paolorossi F, Tancini G, Ardizzoia A, Barni S, Brivio F, Maestroni GJ, Chilelli M (1996). A phase II study of tamoxifen plus melatonin in metastatic solid tumour patients. Br J Cancer.

[18] Pariente R, Pariente JA, Rodriguez AB, Espino J (2016). Melatonin sensitizes human cervical cancer HeLa cells to cisplatin-induced cytotoxicity and apoptosis: effects on oxidative stress and DNA fragmentation. J Pineal Res.

[19] Lin S, Hoffmann K, Gao C, Petrulionis M, Herr I, Schemmer P. Melatonin promotes sorafenib-induced apoptosis through synergistic activation of JNK/c-jun pathway in human hepatocellular carcinoma. J Pineal Res. 2017;62(3). 10.1111/jpi.12398.10.1111/jpi.1239828178378

[20] Hara M, Yoshida M, Nishijima H, Yokosuka M, Iigo M, Ohtani-Kaneko R, Shimada A, Hasegawa T, Akama Y, Hirata K (2001). Melatonin, a pineal secretory product with antioxidant properties, protects against cisplatin-induced nephrotoxicity in rats. J Pineal Res.

[21] Lopez-Gonzalez MA, Guerrero JM, Rojas F, Delgado F (2000). Ototoxicity caused by cisplatin is ameliorated by melatonin and other antioxidants. J Pineal Res.

[22] Lissoni P, Paolorossi F, Ardizzoia A, Barni S, Chilelli M, Mancuso M, Tancini G, Conti A, Maestroni GJ (1997). A randomized study of chemotherapy with cisplatin plus etoposide versus chemoendocrine therapy with cisplatin, etoposide and the pineal hormone melatonin as a first-line treatment of advanced non-small cell lung cancer patients in a poor clinical state. J Pineal Res.

[23] Lissoni P, Barni S, Mandala M, Ardizzoia A, Paolorossi F, Vaghi M, Longarini R, Malugani F, Tancini G (1999). Decreased toxicity and increased efficacy of cancer chemotherapy using the pineal hormone melatonin in metastatic solid tumour patients with poor clinical status. Eur J Cancer.

[24] Cui J, Chen Y, Chou WC, Sun L, Chen L, Suo J, Ni Z, Zhang M, Kong X, Hoffman LL (2011). An integrated transcriptomic and computational analysis for biomarker identification in gastric cancer. Nucleic Acids Res.

[25] Zhang X, Ni Z, Duan Z, Xin Z, Wang H, Tan J, Wang G, Li F (2015). Overexpression of E2F mRNAs associated with gastric cancer progression identified by the transcription factor and miRNA co-regulatory network analysis. PLoS One.

[26] Sabates-Bellver J, Van der Flier LG, de Palo M, Cattaneo E, Maake C, Rehrauer H, Laczko E, Kurowski MA, Bujnicki JM, Menigatti M (2007). Transcriptome profile of human colorectal adenomas. Molecular Cancer Res.

[27] Uddin S, Ahmed M, Hussain A, Abubaker J, Al-Sanea N, AbdulJabbar A, Ashari LH, Alhomoud S, Al-Dayel F, Jehan Z (2011). Genome-wide expression analysis of middle eastern colorectal cancer reveals FOXM1 as a novel target for cancer therapy. Am J Pathol.

[28] Roessler S, Jia HL, Budhu A, Forgues M, Ye QH, Lee JS, Thorgeirsson SS, Sun Z, Tang ZY, Qin LX (2010). A unique metastasis gene signature enables prediction of tumor relapse in early-stage hepatocellular carcinoma patients. Cancer Res.

[29] Kim JH, Sohn BH, Lee HS, Kim SB, Yoo JE, Park YY, Jeong W, Lee SS, Park ES, Kaseb A (2014). Genomic predictors for recurrence patterns of hepatocellular carcinoma: model derivation and validation. PLoS Med.

[30] Irizarry RA, Hobbs B, Collin F, Beazer-Barclay YD, Antonellis KJ, Scherf U, Speed TP (2003). Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics.

[31] Ao L, Yan H, Zheng T, Wang H, Tong M, Guan Q, Li X, Cai H, Li M, Guo Z (2015). Identification of reproducible drug-resistance-related dysregulated genes in small-scale cancer cell line experiments. Sci Rep.

[32] Huang H, Li X, Guo Y, Zhang Y, Deng X, Chen L, Zhang J, Guo Z, Ao L (2016). Identifying reproducible cancer-associated highly expressed genes with important functional significances using multiple datasets. Sci Rep.

[33] Soong R, Diasio RB (2005). Advances and challenges in fluoropyrimidine pharmacogenomics and pharmacogenetics. Pharmacogenomics.

[34] Tan WL, Bhattacharya B, Loh M, Balasubramanian I, Akram M, Dong D, Wong L, Thakkar B, Salto-Tellez M, Soo RA (2011). Low cytosine triphosphate synthase 2 expression renders resistance to 5-fluorouracil in colorectal cancer. Cancer Biol Ther.

[35] Lo Surdo P, Calderone A, Cesareni G, Perfetto L: SIGNOR: A Database of Causal Relationships Between Biological Entities-A Short Guide to Searching and Browsing. Curr Protocols Bioinformatics 2017, 58:8 23 21–28 23 16.10.1002/cpbi.2828654729

[36] Kanehisa M, Goto S (2000). KEGG: Kyoto encyclopedia of genes and genomes. Nucleic Acids Res.

[37] Belanger BF, Williams WJ, Yin TC (1976). A flexible renewal process simulator for neural spike trains. IEEE Trans Biomed Eng.

[38] Colombo J, Maciel JM, Ferreira LC, RF DAS, Zuccari DA: Effects of melatonin on HIF-1alpha and VEGF expression and on the invasive properties of hepatocarcinoma cells. Oncol Lett 2016, 12(1):231–237.10.3892/ol.2016.4605PMC490706627347130

[39] Prieto-Dominguez N, Mendez-Blanco C, Carbajo-Pescador S, Fondevila F, Garcia-Palomo A, Gonzalez-Gallego J, Mauriz JL (2017). Melatonin enhances sorafenib actions in human hepatocarcinoma cells by inhibiting mTORC1/p70S6K/HIF-1alpha and hypoxia-mediated mitophagy. Oncotarget.

[40] Carbajo-Pescador S, Steinmetz C, Kashyap A, Lorenz S, Mauriz JL, Heise M, Galle PR, Gonzalez-Gallego J, Strand S (2013). Melatonin induces transcriptional regulation of Bim by FoxO3a in HepG2 cells. Br J Cancer.

[41] Mediavilla MD, Sanchez-Barcelo EJ, Tan DX, Manchester L, Reiter RJ (2010). Basic mechanisms involved in the anti-cancer effects of melatonin. Curr Med Chem.

[42] Li X, Cai H, Zheng W, Tong M, Li H, Ao L, Li J, Hong G, Li M, Guan Q (2016). An individualized prognostic signature for gastric cancer patients treated with 5-fluorouracil-based chemotherapy and distinct multi-omics characteristics of prognostic groups. Oncotarget.

[43] Longley DB, Harkin DP, Johnston PG (2003). 5-fluorouracil: mechanisms of action and clinical strategies. Nat Rev Cancer.

[44] Zembutsu H, Ohnishi Y, Tsunoda T, Furukawa Y, Katagiri T, Ueyama Y, Tamaoki N, Nomura T, Kitahara O, Yanagawa R (2002). Genome-wide cDNA microarray screening to correlate gene expression profiles with sensitivity of 85 human cancer xenografts to anticancer drugs. Cancer Res.

[45] Venkatesha VA, Parsels LA, Parsels JD, Zhao L, Zabludoff SD, Simeone DM, Maybaum J, Lawrence TS, Morgan MA (2012). Sensitization of pancreatic cancer stem cells to gemcitabine by Chk1 inhibition. Neoplasia.

[46] Karp JE, Thomas BM, Greer JM, Sorge C, Gore SD, Pratz KW, Smith BD, Flatten KS, Peterson K, Schneider P (2012). Phase I and pharmacologic trial of cytosine arabinoside with the selective checkpoint 1 inhibitor Sch 900776 in refractory acute leukemias. Clin Cancer Res.

[47] Sankunny M, Parikh RA, Lewis DW, Gooding WE, Saunders WS, Gollin SM (2014). Targeted inhibition of ATR or CHEK1 reverses radioresistance in oral squamous cell carcinoma cells with distal chromosome arm 11q loss. Genes Chromosomes Cancer.

[48] Lenz HJ, Hayashi K, Salonga D, Danenberg KD, Danenberg PV, Metzger R, Banerjee D, Bertino JR, Groshen S, Leichman LP (1998). p53 point mutations and thymidylate synthase messenger RNA levels in disseminated colorectal cancer: an analysis of response and survival. Clin Cancer Res.

[49] Sakatani A, Sonohara F, Goel A (2019). Melatonin-mediated downregulation of thymidylate synthase as a novel mechanism for overcoming 5-fluorouracil associated chemoresistance in colorectal cancer cells. Carcinogenesis.

[50] Liang Z, Liu Z, Cheng C, Wang H, Deng X, Liu J, Liu C, Li Y, Fang W (2019). VPS33B interacts with NESG1 to modulate EGFR/PI3K/AKT/c-Myc/P53/miR-133a-3p signaling and induce 5-fluorouracil sensitivity in nasopharyngeal carcinoma. Cell Death Dis.

[51] Alonso-Gonzalez C, Menendez-Menendez J, Gonzalez-Gonzalez A, Gonzalez A, Cos S, Martinez-Campa C (2018). Melatonin enhances the apoptotic effects and modulates the changes in gene expression induced by docetaxel in MCF7 human breast cancer cells. Int J Oncol.

[52] Chan AS, Lai FP, Lo RK, Voyno-Yasenetskaya TA, Stanbridge EJ, Wong YH (2002). Melatonin mt1 and MT2 receptors stimulate c-Jun N-terminal kinase via pertussis toxin-sensitive and -insensitive G proteins. Cell Signal.

[53] Hazlerigg DG, Thompson M, Hastings MH, Morgan PJ (1996). Regulation of mitogen-activated protein kinase in the pars tuberalis of the ovine pituitary: interactions between melatonin, insulin-like growth factor-1, and forskolin. Endocrinology.

[54] Raman M, Chen W, Cobb MH (2007). Differential regulation and properties of MAPKs. Oncogene.

[55] Futagami M, Sato S, Sakamoto T, Yokoyama Y, Saito Y (2001). Effects of melatonin on the proliferation and cis-diamminedichloroplatinum (CDDP) sensitivity of cultured human ovarian cancer cells. Gynecol Oncol.

[56] Gao Y, Xiao X, Zhang C, Yu W, Guo W, Zhang Z, Li Z, Feng X, Hao J, Zhang K et al. Melatonin synergizes the chemotherapeutic effect of 5-fluorouracil in colon cancer by suppressing PI3K/AKT and NF-κB/iNOS signaling pathways. J Pineal Res. 2017;62(2). 10.1111/jpi.12380.10.1111/jpi.1238027865009

# Supplementary material for: Transcriptomic analysis on the effects of melatonin in gastrointestinal carcinomas
**Source:** BMC Gastroenterol. 2020 Jul 20;20:233. doi: 10.1186/s12876-020-01383-z
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Table S1. The sequence of the target gene primers. Supplementary Table S2. DEGs detected in four cancer cell lines by Student’s t-test and the reproducibility-based PD. Supplementary Table S3. The pathways enriched by the upregulated DEGs of four cancer cell lines treated by melatonin. p (< 0.1) was adjusted by Benjamini and Hochberg. Supplementary Table S4. The pathways enriched by the downregulated DEGs of four cancer cell lines treated by melatonin. p (< 0.1) was adjusted by Benjamini and Hochberg. Supplementary Table S5. Pathways enriched by genes upregulated in tumor tissues but downregulated in cell lines after melatonin treatment. p (< 0.1) was adjusted by Benjamini and Hochberg. Supplementary Table S6. Pathways enriched by genes downregulated in tumor tissues but upregulated in cell lines after melatonin treatment. p (< 0.1) was adjusted by Benjamini and Hochberg. Supplementary Table S7. Pathways enriched by genes upregulated in the resistance high-risk GC patients but downregulated in the HGC-27 cell lines treated by melatonin. p (< 0.1) was adjusted by Benjamini and Hochberg.

**Supplementary Table S1**. **The sequence of the target gene primers**

| primers | sequence |
| --- | --- |
| *GAPDH* | F：5’-TGCACCACCAACTGCTTAGC |
|  | R：5’-AGCTCAGGGATGACCTTGCC |
| *ATR* | F：5’-GGCCAAAGGCAGTTGTATTGA |
|  | R：5’-GTGAGTACCCCAAAAATAGCAGG |

**Supplementary Table S2.** **DEGs detected in four cancer cell lines by Student's *t*-test and the reproducibility-based PD**

|  |  | DEGs | common | consistent | opposite | union | up | down |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| HGC-27 | T | 6236 | 5265 | 5265 | 0 | 7898 | 4114 | 3784 |
|  | PD | 7287 |  |  |  |  |  |  |
| HCT-8 | T | 4358 | 3679 | 3679 | 0 | 6363 | 3242 | 3121 |
|  | PD | 5684 |  |  |  |  |  |  |
| Huh-7 | T | 8321 | 7469 | 7469 | 0 | 10282 | 4673 | 5609 |
|  | PD | 9610 |  |  |  |  |  |  |
| HepG2 | T | 6096 | 5414 | 5414 | 0 | 7815 | 3837 | 3978 |
|  | PD | 7133 |  |  |  |  |  |  |

**Supplementary Table S3. The pathways enriched by the upregulated DEGs of four cancer cell lines treated by melatonin. p(<0.1) was adjusted by Benjamini and Hochberg.**

**Supplementary Table S4. The pathways enriched by the downregulated DEGs of four cancer cell lines treated by melatonin. p(<0.1) was adjusted by Benjamini and Hochberg.**

| Cell line | Pathway Name | *p* |
| --- | --- | --- |
| HGC-27 | 'Glycolysis / Gluconeogenesis' | 0.0830709 |
|  | 'Purine metabolism' | 0.0315894 |
|  | 'Pyrimidine metabolism' | 0.0231126 |
|  | 'Ribosome biogenesis in eukaryotes' | 0.0008305 |
|  | 'Ribosome' | 0.0021264 |
|  | 'RNA transport' | 6.60E-05 |
|  | 'DNA replication' | 0.0841548 |
|  | 'Spliceosome' | 6.76E-12 |
|  | 'Proteasome' | 0.001019 |
|  | 'Cell cycle' | 0.0009029 |
| HCT-8 | 'Glycolysis / Gluconeogenesis' | 0.0421939 |
|  | 'Oxidative phosphorylation' | 0.0254568 |
|  | 'Purine metabolism' | 0.0786713 |
|  | 'Pyrimidine metabolism' | 0.0032994 |
|  | 'Ribosome biogenesis in eukaryotes' | 0.003055 |
|  | 'Ribosome' | 0.0031627 |
|  | 'RNA transport' | 0.0004655 |
|  | 'DNA replication' | 7.45E-05 |
|  | 'Spliceosome' | 8.30E-07 |
|  | 'Proteasome' | 0.0032295 |
|  | 'Mismatch repair' | 0.0094959 |
|  | 'Neuroactive ligand-receptor interaction' | 0.0039683 |
|  | 'Cell cycle' | 0.0035579 |
|  | 'Olfactory transduction' | 0.0054189 |
| Huh-7 | 'Glycolysis / Gluconeogenesis' | 0.0415466 |
|  | 'Pyrimidine metabolism' | 0.0160763 |
|  | 'Biosynthesis of antibiotics' | 0.0325075 |
|  | 'Ribosome biogenesis in eukaryotes' | 2.17E-05 |
|  | 'RNA transport' | 0.0155267 |
|  | 'DNA replication' | 0.0202405 |
|  | 'Spliceosome' | 5.83E-07 |
|  | 'Proteasome' | 0.0001237 |
|  | 'Neuroactive ligand-receptor interaction' | 0.0198703 |
|  | 'Cell cycle' | 0.0156697 |
|  | 'Olfactory transduction' | 3.35E-07 |
| HepG2 | 'Pyrimidine metabolism' | 0.0057712 |
|  | 'Aminoacyl-tRNA biosynthesis' | 0.0137343 |
|  | 'Biosynthesis of antibiotics' | 0.044103 |
|  | 'Carbon metabolism' | 0.0961195 |
|  | 'Biosynthesis of amino acids' | 0.0804994 |
|  | 'Ribosome biogenesis in eukaryotes' | 0.0115841 |
|  | 'RNA transport' | 0.0064498 |
|  | 'DNA replication' | 0.041395 |
|  | 'Spliceosome' | 0.0132802 |
|  | 'Proteasome' | 0.0079218 |
|  | 'Cell cycle' | 0.0846878 |
|  | 'Olfactory transduction' | 0.0383943 |

**Supplementary Table S5.** **Pathways enriched by genes upregulated in tumor tissues but downregulated in cell lines after melatonin treatment. p(<0.1) was adjusted by Benjamini and Hochberg.**

| Cell line | Pathway Name | *p* |
| --- | --- | --- |
| HGC-27 | 'Pyrimidine metabolism' | 0.0643046 |
|  | 'Ribosome biogenesis in eukaryotes' | 0.00022 |
|  | 'RNA transport' | 0.0241605 |
|  | 'Spliceosome' | 0.0002081 |
|  | 'Cell cycle' | 0.0008885 |
| HCT-8 | 'Pyrimidine metabolism' | 0.0203541 |
|  | 'Ribosome biogenesis in eukaryotes' | 0.000209 |
|  | 'RNA transport' | 0.0050073 |
|  | 'DNA replication' | 0.007058 |
|  | 'Spliceosome' | 0.0189457 |
|  | 'Fanconi anemia pathway' | 0.0162705 |
|  | 'Cell cycle' | 1.25E-06 |
| Huh-7 | 'Ribosome biogenesis in eukaryotes' | 0.0003492 |
|  | 'RNA transport' | 1.26E-05 |
|  | 'RNA degradation' | 0.0089247 |
|  | 'DNA replication' | 1.21E-05 |
|  | 'Spliceosome' | 8.94E-12 |
|  | 'Proteasome' | 0.001578 |
|  | 'Base excision repair' | 0.0490602 |
|  | 'Mismatch repair' | 0.0264065 |
|  | 'Cell cycle' | 1.98E-06 |
|  | 'Oocyte meiosis' | 0.0008842 |
| HepG2 | 'Aminoacyl-tRNA biosynthesis' | 0.0118264 |
|  | 'Ribosome biogenesis in eukaryotes' | 0.0013134 |
|  | 'RNA transport' | 7.12E-05 |
|  | 'RNA degradation' | 0.0614308 |
|  | 'DNA replication' | 7.99E-05 |
|  | 'Spliceosome' | 3.53E-06 |
|  | 'Proteasome' | 0.0101369 |
|  | 'Base excision repair' | 0.0554308 |
|  | 'Cell cycle' | 0.0027603 |

**Supplementary Table S6.** **Pathways enriched by genes downregulated in tumor tissues but upregulated in cell lines after melatonin treatment. p(<0.1) was adjusted by Benjamini and Hochberg.**

**Supplementary Table S7.** **Pathways enriched by genes upregulated in the resistance high-risk GC patients but downregulated in the HGC-27 cell lines treated by melatonin. p(<0.1) was adjusted by Benjamini and Hochberg.**

| Cell lines | Pathway Name | *p* |
| --- | --- | --- |
| HGC-27 | 'Purine metabolism ' | 1.89E-03 |
|  | 'Pyrimidine metabolism ' | 1.30E-03 |
|  | 'Ribosome biogenesis in eukaryotes ' | 8.84E-13 |
|  | 'RNA transport ' | 8.31E-09 |
|  | 'DNA replication ' | 2.40E-06 |
|  | 'Spliceosome ' | 3.98E-09 |
|  | 'Proteasome ' | 4.85E-04 |
|  | 'Base excision repair ' | 7.22E-05 |
|  | 'Mismatch repair ' | 3.19E-3 |
|  | 'Cell cycle ' | 3.63E-10 |
|  | 'Oocyte meiosis ' | 3.27 E-4 |
|  | 'Progesterone-mediated oocyte maturation ' | 2.44 E-3 |

How the deposited data were processed for this re-analysis (not part of the article)

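Messenger RNA was measured in HGC-27, HCT-8, Huh-7 and HepG2 cells, with 3 arrays of melatonin-treated and 3 arrays of control cells per line. The authors hybridized each RNA sample to a customized PrimeView array and deposited log2 intensities made by robust multichip analysis, which corrects the background, applies quantile normalization to the probes and summarises them per probe set. The array medians differed more between lines than within a line, so the lines look normalized separately, which neither the paper nor the labels state. Values were therefore compared within a line, and only fold changes were compared between lines. The number of arrays limits the precision.
Of 49495 probe sets, 45342 had 1 gene symbol, 1275 had several and 2878 had no gene listed. Probe sets with several symbols or none were left out, as were 6 control probe sets. The mean of the 45336 probe sets used was taken per gene, which gave 18265 genes.
Melatonin-treated and control cells were compared in each line with limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment at 5% over all genes. Whether the effect differed between the lines was tested with the interaction terms of a joint fit of the 24 arrays. This fit takes 1 spread per gene for all lines, so the wider spread of the HepG2 melatonin arrays enters each test. The lists of the paper's methods were built with the methods' t-test at 5% FDR control and with pairwise differences at a consistency of 90%, in steps of 100 ranked genes. Each of 48 gene lists was tested in each line with camera at a preset correlation of 0.01 and an adjusted p of 10% over the lists, and again with an estimated correlation. The estimated correlation rests on the 6 arrays of a line and makes the test less sensitive, so a list that fails it is not shown to be unchanged. Of these lists, 17 stand for pathways of the paper and the others cover stress responses, metabolism, cell death, the clock, drug metabolism and cell type markers. On simulated data, 6.37% of the limma calls and 7.91% of the interaction calls were false at the 5% threshold, and 62 of 262 calls by pairwise differences fell on genes without a change. Every simulated line took the spread of HGC-27 cells. The shares for limma and the interaction test therefore do not carry over to the HepG2 melatonin arrays, whose spread was wider. Few of the 18265 genes were changed in the simulation, so the share for pairwise differences does not carry over to lists as long as those here.
The genes named are those that the paper names or draws in Fig. 4, whose findings had been seen. They also include, in each line, the 10 highest and 10 lowest called genes whose arrays did not overlap between groups, with a group mean at or above the median of all genes. Further, they include the 10 higher and 10 lower genes of all 4 lines with the largest smallest change, and up to 6 members of each list in its direction with up to 2 against it. Of these, some are given in the text.
Alternatives were a replicate block, the probe set with the highest mean, a filter on genes below the 25th percentile, quantile normalization again, centring on the median or on the ERCC probe set, an intensity trend with robust spread, the joint fit, a fold change of at least 1.5, the methods' t-test and pairwise differences, leaving out each array, and, for lists, fry and a hypergeometric test. Array weights were added after the data were seen. The tumor tissue, drug resistance and cell growth data of the paper are not among the deposited arrays and were left out.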

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

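The tests of HepG2 melatonin replicate 1, and those of the olfactory receptor list by line and of the 7 falling pathway lists, were chosen only after the results were seen.
HepG2 melatonin replicate 1 lay far from the other HepG2 arrays in 5 measures, the only 5 of 24 groups tested (a group being a measure in a line), where chance gives about 1 in 20. Its 3′ minus 5′ difference was 8.34 log2 units for ACTB and 7.72 for GAPDH, its median was 2.73 and its hybridization controls averaged 8.49. The difference for ACTB is consistent with a loss of the 5′ part of transcripts on this array. RNA broken before the poly-A control RNAs were added is argued against as the whole cause by the poly-A controls, whose difference of 3.54 lay above the other HepG2 arrays. RNA of another line is argued against by a mean correlation with the other HepG2 arrays 0.0802 higher than with any other line, and no biological explanation was tested for this single array.
The effect of melatonin differed between the 4 lines in 6259 genes by the interaction test, 756 of which were also called in opposite directions in 2 lines. Of 100 splits of the arrays, 1, the real one, gave as many as 6259 genes, and the highest other gave 5610. Splits that mix treated and control arrays differently in each line make differences between lines by themselves, so they decide nothing on chance here. Without HepG2 melatonin replicate 1 the number was 9798, with 1252 in opposite directions.
Genes of cholesterol biosynthesis and uptake, which the paper does not discuss, fell as a list in 4 lines, and with an estimated correlation in 1.
Genes of the ATF4 and unfolded protein response rose as a list in 3 lines, and with an estimated correlation in 2.
Aryl hydrocarbon receptor target genes fell as a list in 2 lines, and with an estimated correlation in 0.
Of the pathway lists of the paper, the 7 of downregulated genes fell in each of the 4 lines, of which with an estimated correlation 5 held in HGC-27 cells and none in another line. Of the other 10, MAPK signaling included, 2 (phosphatidylinositol signaling and sphingolipid metabolism) rose in 4 lines, of which with an estimated correlation 1 held in HGC-27 cells alone and the other in no line. With all arrays, the means of the lysosome, endocytosis and neurotrophin lists were below 0 in HepG2 cells. Without HepG2 melatonin replicate 1, the FoxO, ErbB, insulin and lysosome lists also rose in 4 lines at the preset correlation. The endocytosis list stayed at 3 lines and the neurotrophin list at 2. A change that depends only on the signal level of the genes is argued against for the 7 lists that fell, since 7 of them lay beyond random lists matched on signal in at least 3 lines. Over the 17 lists, 10 did so, which decides nothing for the 17 as a whole. The 10 include FoxO signaling (3 lines), the lysosome (3) and phosphatidylinositol signaling (4), for which such a change is argued against in those lines. These 3 were singled out after the results were seen. For the lists that did not lie beyond, this explanation cannot be told apart from a change of the pathway. Treatment with melatonin, the solvent and time in culture stay open for all 17 lists, since the labels give the controls as 0 h.
The olfactory receptor list, genes of low signal, fell in HCT-8 and Huh-7 cells, and in neither with an estimated correlation. In HCT-8 cells its median lay at percentile 34.1 of lists matched on signal, which is in line with a shift shared by all genes of low signal, and in Huh-7 cells at percentile 0.11, which argues against such a shift as the whole cause. Over the 4 lines, the median lay below the central 95% of matched lists in 2, so a shift shared by all genes of the same low signal cannot be told apart for the list as a whole.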

How the results depend on the processing

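Array weights were chosen only after the data were seen. The numbers of the arrays do not pair them: the residual correlation of a melatonin array with the control of its number was -0.04 to 0.14. With the replicate block, genes changed by melatonin in HepG2 cells numbered 42, genes higher with melatonin in all 4 lines 10 and genes lower with melatonin in all 4 lines 3. Centring on the ERCC probe set, which was 1 of 100 above the median, moved the median of all genes by 0.15 in HGC-27, 0.24 in HCT-8 and -0.24 in HepG2 cells, and gave 4321 genes in HGC-27 cells, 123 higher in all 4 lines and 89 lower. The joint fit gave 4346 genes in HGC-27, 3841 in HCT-8 and 5854 in HepG2 cells, 703 higher and 494 lower in all 4 lines. A fold change of at least 1.5 gave 1312 in HGC-27, 830 in HCT-8 and 2947 in Huh-7 cells, 82 higher and 47 lower in all 4. The methods' t-test gave 523 in HepG2 cells, 107 higher and 90 lower in all 4, and unadjusted 3465, 761 and 523. Pairwise differences gave 10966 in HGC-27, 10072 in HCT-8, 14518 in Huh-7 and 7624 in HepG2 cells, 1676 higher and 1328 lower in all 4, and merged with the methods' t-test 11071, 10195, 14552, 7625, 1687 and 1347. Array weights gave 6053 in HepG2 cells, 1176 higher and 869 lower in all 4, 10216 genes whose melatonin effect differs between the 4 lines, and a mean correlation between lines of 0.56, against 0.55 without dim genes.
Leaving out each array gave 6282 to 6931 genes in HGC-27, 4237 to 5364 in HCT-8, 8236 to 9048 in Huh-7 and 21 to 5720 in HepG2 cells. The genes higher with melatonin in all 4 lines ran from 4 to 1125, the genes lower with melatonin in all 4 lines from 1 to 859, the genes whose melatonin effect differs between the 4 lines from 5559 to 9798 (without HepG2 melatonin replicate 1), and the mean correlation from 0.50 to 0.56. The extremes for HepG2 and for all 4 lines came without HepG2 control replicate 1, 2 or 3 (lowest) and without HepG2 melatonin replicate 1 (highest), and without HepG2 melatonin replicate 2 the values were 314, 86 and 67. The number of lines in which a list was called ran from 3 to 4 for FoxO, ErbB, insulin, lysosome, phosphatidylinositol, sphingolipid and ATF4 lists. It was 4 to 4 for the 7 falling pathway lists and for FoxO targets, autophagy, cholesterol, glycolysis, oxidative phosphorylation and fluoropyrimidine lists, 3 to 3 for endocytosis, and 2 to 2 for neurotrophin and aryl hydrocarbon receptor lists. The chondroitin list ran from 1 (without HGC-27 control replicate 2 or melatonin replicate 3) to 3 (without HepG2 melatonin replicate 1), the MAPK list from 1 to 2 (without HepG2 melatonin replicate 1), and the olfactory list from 1 (without HCT-8 control replicate 3) to 3.
The call held in 1 line with an estimated correlation for FoxO, ErbB, insulin, phosphatidylinositol, lysosome, endocytosis, cell cycle, DNA replication, ribosome biogenesis, RNA transport, spliceosome, FoxO target, autophagy, cholesterol and fluoropyrimidine lists. It held in 0 lines for neurotrophin, sphingolipid, chondroitin, MAPK, pyrimidine, proteasome, olfactory, glycolysis, oxidative phosphorylation and aryl hydrocarbon receptor lists. The neurotrophin list was called in 0 lines without dim genes, 0 with quantile normalization again, 1 with ERCC centring and 1 with the hypergeometric test. The chondroitin list was called in 1 line without dim genes, 1 with quantile normalization again, 4 with fry and 0 with the hypergeometric test. The MAPK list was called in 2 lines with array weights, 4 with fry and 2 with the hypergeometric test. The olfactory list was called in 1 line with the joint fit, 0 with quantile normalization again, 1 with ERCC centring and 0 with the hypergeometric test. The glycolysis list was called in 2 lines with the joint fit, the oxidative phosphorylation list in 1 with quantile normalization again, and the aryl hydrocarbon receptor list in 4 with fry.
Among single genes, 8017 values over genes and alternatives kept their direction and side of the threshold, 670 became weaker, 53 stronger and 13 moved. BAX in HGC-27 cells reversed, from -0.06 to 0.18, with the probe set of the highest mean. Apart from fewer genes tested, fewer arrays and stricter thresholds, the cause was not tested. Genes whose signal lies near the background, as for olfactory receptors, limit what these arrays show.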

Differences from the paper's values

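All alternatives named here were set before the data were examined except array weights, which were chosen after seeing the values. Thresholds are those of the paper (5% FDR for genes, 90% consistency, 10% for pathways), while the lists were written from general knowledge.
Pairwise differences gave 10966 genes in HGC-27, 10072 in HCT-8 and 14518 in Huh-7 cells, and the paper's values are 7287, 5684 and 9610. No other alternative was run for this count, and the ranking steps are a reconstruction. In HepG2 cells, 1377 genes were called, and the paper's value for its t-test list is 6096 (523 with the methods' t-test itself). The number came within 1.5 times the paper's with the joint fit (5854), pairwise differences (7624), the merged list (7625), without HepG2 melatonin replicate 1 (5720) and with array weights (6053), chosen after seeing the values. It did not with the replicate block, the probe set with the highest mean, the filter on dim genes, the normalization and centring alternatives, trend and robust spread, the 1.5-fold minimum, the methods' t-test with or without adjustment, or without any other HepG2 array. The joint fit takes 1 spread per gene for all lines, which can understate the spread in HepG2 cells. The merged list of the paper has 7815 genes, 3837 higher and 3978 lower. Built as in the methods, the merged list here had 7625 genes, 3939 higher and 3686 lower, though only 523 of the genes came from its t-test part, and limma gave 1377 genes, 706 higher and 671 lower. For this total the same 5 settings were within 1.5 times and the same were not. The paper gives 5414 genes in both lists, against 522. No alternative, such as leaving out HepG2 melatonin replicate 1, was run for this count. For the higher genes the same 5 settings were within 1.5 times (joint fit 3320, pairwise differences 3938, merged list 3939, without HepG2 melatonin replicate 1 3002, array weights, chosen after seeing the values, 3190). For the lower genes 4 were (pairwise differences 3686, merged list 3686, without HepG2 melatonin replicate 1 2718, array weights, chosen after seeing the values, 2863), and the joint fit (2534) and the others were not. How many of the paper's own genes array weights drop cannot be given, since the paper does not list them.
Fry tests a list against no change, while the paper's enrichment compares it with other genes, so the numbers of lines by fry are not of the same kind as the paper's. The paper gives the neurotrophin pathway for 4 lines, against 2, and fry called it in 3, while the other alternatives did not come closer than 2. It gives the chondroitin pathway for 4 lines, against 2. Fry (4), leaving out HepG2 melatonin replicate 1 (3) and array weights, chosen after seeing the values (3), were within 1.5 times and the other alternatives were not. Its text gives MAPK signaling for 3 lines at 10% FDR, against 1, while its Supplementary Table S3 lists this pathway for HGC-27 and HCT-8 cells and not for Huh-7 cells. Fry (4), the hypergeometric test (2), leaving out HepG2 melatonin replicate 1 (2) and array weights, chosen after seeing the values (2), were within 1.5 times and the others were not.
The paper's gene calls come from its t-test merged with pairwise differences, and the genes below were not looked up in that merged list. The paper states that TYMS was lower in HGC-27 cells. Its log2 fold change was -0.10 (standard error 0.04, adjusted p = 0.112), and it was called with centring on the median, with trend and robust spread and with the methods' t-test, adjusted or not. ATR is given as lower in HCT-8 cells, where its log2 fold change was -0.19 (standard error 0.08, adjusted p = 0.0972), and it was called with quantile normalization again and without HCT-8 control replicate 3. The methods' t-test did not call it (adjusted p = 0.218). CHEK1, MYC and BAX were called lower there, and with ERCC centring (-0.05, -0.14 and -0.03) they were not. That centring rests on 1 probe set and moved the median of all genes by 0.24 in HCT-8 cells. The paper states that 5 MAPK genes were higher in all lines. MAP3K2 and MAPK8 were. MAP3K7 had log2 fold changes of 0.13 (standard error 0.05, adjusted p = 0.0517) in Huh-7 and 0.22 (standard error 0.08, adjusted p = 0.198) in HepG2 cells. It was called in Huh-7 cells with the probe set of the highest mean, the filter on dim genes, quantile normalization again, trend and robust spread, array weights (chosen after seeing the values) and the methods' t-test, adjusted or not. In HepG2 cells it was called with array weights, the joint fit, the methods' t-test unadjusted and without HepG2 melatonin replicate 1. TAOK3, taken for MAP3K18, was not called in HepG2 cells at 0.93 (standard error 0.30, adjusted p = 0.131), and was with array weights, the joint fit and without HepG2 melatonin replicate 1. MAPK9 was not called in HepG2 cells at 0.33 (standard error 0.09, adjusted p = 0.0962), and was with the probe set of the highest mean, array weights, the joint fit, the methods' t-test unadjusted and without HepG2 melatonin replicate 1. In Fig. 4, 16 of 17 genes drawn as higher and 48 of 56 drawn as lower were called that way (15 and 38 with the methods' t-test), and ATR, NFKB1, PRKDC, GATA6 and CDK6 were not called, while the other 4 drawn as lower were not analysed here. NFKB1 had a log2 fold change of 0.15 (standard error 0.05, adjusted p = 0.0537) and was called with the filter on dim genes, with trend and robust spread and with the methods' t-test, adjusted or not. PRKDC had -0.27 (standard error 0.10, adjusted p = 0.0782) and was called with the probe set of the highest mean, quantile normalization again, array weights (chosen after seeing the values) and without HCT-8 control replicate 3. GATA6 had -0.19 (standard error 0.07, adjusted p = 0.0712) and was called with trend and robust spread, array weights and without HCT-8 control replicate 3. CDK6 had -0.22 (standard error 0.08, adjusted p = 0.0762) and was called with these 3 settings, the probe set of the highest mean and quantile normalization again. Centring on the ERCC probe set gave ATR, CDK6 and GATA6 log2 fold changes of 0.05, 0.02 and 0.04, TYMS in HGC-27 cells one of 0.06 and MAP3K7 in HepG2 cells one of -0.02.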

Other observations

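No test of this part was chosen after its result was seen, apart from the comparisons with lists matched on signal. Genes of sterol synthesis fell and genes of the ATF4 and unfolded protein response rose. Of 20 genes of cholesterol biosynthesis and uptake, 17 in HGC-27, 10 in HCT-8, 14 in Huh-7 and 7 in HepG2 cells were lower, and HMGCS1, an early enzyme of the pathway, fell with log2 fold changes of -0.52 to -1.44. The list moved down with camera adjusted p = 6.05e-08 in HGC-27, 0.00189 in HCT-8, 1.93e-04 in Huh-7 and 3.41e-07 in HepG2 cells, and with an estimated correlation in HGC-27 cells alone (adjusted p = 0.0483 in HGC-27, 0.209 in HCT-8, 0.122 in Huh-7 and 0.261 in HepG2 cells). Of 34 genes of the ATF4 and unfolded protein response, 28 in HGC-27, 22 in HCT-8, 28 in Huh-7 and 6 in HepG2 cells were higher, with adjusted p = 1.89e-14 in HGC-27, 3.39e-11 in HCT-8, 7.87e-10 in Huh-7 and 0.225 in HepG2 cells. With an estimated correlation this call held in HGC-27 and HCT-8 cells (adjusted p = 0.0483 in HGC-27, 0.0586 in HCT-8, 0.122 in Huh-7 and 0.64 in HepG2 cells). In HepG2 cells without melatonin replicate 1, 15 were higher (adjusted p = 0.00802). SESN2, a stress-induced sestrin, rose by 0.42 to 1.85 over the 4 lines. Of 35 autophagy genes, 21 in HGC-27, 18 in HCT-8, 20 in Huh-7 and 6 in HepG2 cells were higher, with adjusted p = 3.09e-06 in HGC-27, 2.19e-05 in HCT-8, 2.38e-06 in Huh-7 and 0.00428 in HepG2 cells (0.0483 in HGC-27 cells as adjusted p with an estimated correlation, and no call in the other lines). MAP1LC3B, a protein of the autophagosome, rose by 0.54 to 1.30, and the autophagy kinase gene ULK1 rose by 0.32 to 1.29. Glycolysis genes (adjusted p = 0.00952 in HGC-27, 0.00215 in HCT-8, 1.74e-04 in Huh-7 and 0.00172 in HepG2 cells) and nuclear genes of oxidative phosphorylation (adjusted p = 0.0114 in HGC-27, 0.00823 in HCT-8, 0.0217 in Huh-7 and 4.28e-04 in HepG2 cells) moved down as lists in each line, and in no line with an estimated correlation (adjusted p = 0.122 to 0.337 and 0.261 to 0.526). ENO1, an enolase, fell in HGC-27, HCT-8 and Huh-7 cells, with log2 fold changes of -0.40 to -0.98, and was not called in HepG2 cells (interaction adjusted p = 0.385, and 7.11e-07 without HepG2 melatonin replicate 1, where the effect differed between the lines). The fluoropyrimidine list moved down in each line (adjusted p = 8.35e-04 to 0.0175), and with an estimated correlation in HGC-27 cells.
Of 7 aryl hydrocarbon receptor target genes, 4 in HGC-27, 6 in HCT-8, 4 in Huh-7 and 2 in HepG2 cells were lower. CYP1A1, a cytochrome P450, fell with log2 fold changes of -0.76 (standard error 0.07, adjusted p = 4.93e-05) in HGC-27, -0.37 (standard error 0.08, adjusted p = 0.00641) in HCT-8 and -2.36 (standard error 0.11, adjusted p = 9.31e-07) in Huh-7 cells, and was called lower in HepG2 cells also (adjusted p = 0.0226). The list moved down in HGC-27 (adjusted p = 0.0237) and HCT-8 cells (adjusted p = 0.00845), and in neither with an estimated correlation (adjusted p = 0.179 to 0.311). Among clock genes, NR1D2, a repressor of the clock, rose by 0.55 to 1.45 over the 4 lines. BMAL1, a clock activator, rose by 0.65 (standard error 0.06, adjusted p = 5.19e-05) in HGC-27, 1.21 (standard error 0.05, adjusted p = 5.79e-07) in Huh-7 and 1.15 (standard error 0.13, adjusted p = 0.0091) in HepG2 cells and fell by 0.69 (standard error 0.06, adjusted p = 1.17e-04) in HCT-8 cells (interaction adjusted p = 5.97e-10). The clock list moved up in HCT-8 cells (adjusted p = 0.0839, and 0.209 as adjusted p with an estimated correlation). Fibroblast marker genes moved down in HGC-27 cells, 8 of 10 (adjusted p = 2.96e-05, and 0.0541 as adjusted p with an estimated correlation). Hepatocyte markers moved down in Huh-7 (adjusted p = 0.0664) and HepG2 cells (adjusted p = 0.00349), intestinal markers in HCT-8 (adjusted p = 0.0428) and Huh-7 cells (adjusted p = 0.00306) and gastric markers in HCT-8 cells (adjusted p = 0.0712). None of these 3 held with an estimated correlation (adjusted p from 0.122). Leukocyte and endothelial markers passed in no line (adjusted p from 0.136 and 0.238). The list of p53 target genes moved up in 2 lines (lowest camera adjusted p = 7.88e-04), and in 0 with an estimated correlation. Its mean log2 fold change was 0.26 in HGC-27, 0.01 in HCT-8, 0.49 in Huh-7 and -0.17 in HepG2 cells.
None of the calls of this paragraph held with an estimated correlation (adjusted p from 0.122). Of the other lists, NRF2 target genes moved up in HGC-27 (adjusted p = 0.0437) and HCT-8 cells (adjusted p = 0.0394). In HCT-8 cells, hypoxia target genes (adjusted p = 0.0106) and aminoacyl-tRNA synthetases (adjusted p = 0.0663) moved up, and metallothioneins (adjusted p = 0.0242) and replication-dependent histones (adjusted p = 0.0583) moved down. Mismatch repair genes (adjusted p = 1.13e-04 to 0.0173) and genes of the Fanconi anemia and ATR-CHEK1 axis (adjusted p = 0.0244 to 0.0741) moved down in HCT-8, Huh-7 and HepG2 cells. Cytosolic ribosomal protein genes moved down in HGC-27 (adjusted p = 0.0715) and up in Huh-7 cells (adjusted p = 0.024). Mesenchymal genes of TGF-beta signaling moved down in HGC-27 cells (adjusted p = 0.0212), and keratin-associated protein and taste receptor genes in HCT-8 (adjusted p = 0.0111) and Huh-7 cells (adjusted p = 0.083). Olfactory receptors moved down in HCT-8 (adjusted p = 0.0719) and Huh-7 cells (adjusted p = 0.0289). Interferon-stimulated genes and melatonin receptors passed in no line (adjusted p from 0.285 and 0.599).
A hypothesis that melatonin, an indole, raises aryl hydrocarbon receptor target genes was tested by the number of lines in which the list rose, which was 0. The hypothesis of an unfolded protein or amino acid stress response in the treated cells was tested the same way. The list rose in 3 lines at the preset correlation and in 2 with an estimated correlation. That rise goes with the hypothesis in these lines, but the list joins genes of both responses and does not tell them apart. Among its members, SDF2L1 and CALR went against it, with a mean log2 fold change below 0 over the 4 lines with all arrays. The hypothesis of a drop of sterol synthesis or a rise of it together across the 4 lines was tested by the direction of the cholesterol list, which was the same in 4 lines at the preset correlation, though called in 1 with an estimated correlation, and is consistent with it only at the preset correlation. Since controls are labelled 0 h, time in culture and the solvent stay open for these lists.
Splits of the 6 arrays of a line are 10, too few for a share under 10%, and 1 of them, the real one, gave as many genes. The real counts were 7224, 5765, 9350 and 1377 genes in HGC-27, HCT-8, Huh-7 and HepG2 cells, and the highest other split gave 0. Among 100 splits over the 4 lines, 1, the real one, gave as many as 413 genes higher and 273 lower in all lines (highest other 0 for both). Since other splits within a line gave 0 genes already, this outcome was settled by them. The counts over the 4 lines therefore decide nothing more on chance, and say nothing on how far the lines share genes. For the mean correlation of 0.53 (highest other 0.40), 1 split, the real one, was as large, which is under the 5% set beforehand. Mixed splits keep part of a shared effect, so they do not decide how far the lines share it. The correlation is also over genes, which are not independent. The number of lines of a list was reached in fewer than 5 of 100 splits, the real one included, for the lists that follow. They were ErbB (3, highest other 3, in 3 splits), insulin (3 and 2, in 1) and neurotrophin (2 and 2, in 4). Next came phosphatidylinositol, sphingolipid, cell cycle, pyrimidine and proteasome (4 and 3, in 1 for each). Lysosome (3 and 3, in 2), endocytosis (3 and 3, in 3), and DNA replication and RNA transport (4 and 4, in 3 for each) followed. It was reached in 5 splits or more for FoxO signaling (3 and 3, in 5), chondroitin (2 and 2, in 9) and MAPK signaling (1 and 1, in 24). The same held for ribosome biogenesis and the spliceosome (4 and 4, in 5 for each) and olfactory receptors (2 and 3, in 9). Chance can be excluded for none of these lists by these counts, since the study found the pathways on these samples. The number of lines also cannot exceed 4, and splits that mix treated and control arrays keep part of the difference between the groups.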
